# Lrig1-expression confers suppressive function to CD4^+^ cells and is essential for averting autoimmunity via the Smad2/3/Foxp3 axis

**DOI:** 10.1038/s41467-023-40986-4

**Published:** 2023-09-04

**Authors:** Jae-Seung Moon, Chun-Chang Ho, Jong-Hyun Park, Kyungsoo Park, Bo-Young Shin, Su-Hyeon Lee, Ines Sequeira, Chin Hee Mun, Jin-Su Shin, Jung-Ho Kim, Beom Seok Kim, Jin-Wook Noh, Eui-Seon Lee, Ji Young Son, Yuna Kim, Yeji lee, Hee Cho, SunHyeon So, Jiyoon Park, Eunsu Choi, Jong-Won Oh, Sang-Won Lee, Tomohiro Morio, Fiona M. Watt, Rho Hyun Seong, Sang-Kyou Lee

**Keywords:** Autoimmunity, Regulatory T cells, Cell signalling, Genetic engineering

## Abstract

Regulatory T cells (T_reg_) are CD4^+^ T cells with immune-suppressive function, which is defined by Foxp3 expression. However, the molecular determinants defining the suppressive population of T cells have yet to be discovered. Here we report that the cell surface protein Lrig1 is enriched in suppressive T cells and controls their suppressive behaviors. Within CD4^+^ T cells, T_reg_ cells express the highest levels of Lrig1, and the expression level is further increasing with activation. The Lrig1^+^ subpopulation from T helper (Th) 17 cells showed higher suppressive activity than the Lrig1^-^ subpopulation. Lrig1-deficiency impairs the suppressive function of T_reg_ cells, while Lrig1-deficient naïve T cells normally differentiate into other T cell subsets. Adoptive transfer of CD4^+^Lrig1^+^ T cells alleviates autoimmune symptoms in colitis and lupus nephritis mouse models. A monoclonal anti-Lrig1 antibody significantly improves the symptoms of experimental autoimmune encephalomyelitis. In conclusion, Lrig1 is an important regulator of suppressive T cell function and an exploitable target for treating autoimmune conditions.

## Abstract (web summary)

Regulatory T cells, and to certain extent other T cell subsets, limit the immune response to avoid harmful inflammation and tissue damage. Here authors identify a surface molecule, Lrig1, that is directly responsible for the suppressive function in regulatory T cells and in Il-17-producing helper T cells.

## Introduction

Regulatory T cell (T_reg_) is an essential population of T cells to suppress the immune responses^1,2^ and is critical for peripheral tolerance to control autoimmune diseases^3,4^. However, the tumor development or progression is accelerated by the presence of T_reg_ cells in the tumor microenvironment through inhibition of anti-tumor immune responses^5,6^. Foxp3 is a master transcription factor known to be necessary for T_reg_ cell differentiation, maturation, and suppressive functions in a TGF-β-dependent manner^1,7^. It has been reported that dysfunction of T_reg_ cells, such as decreased number of T_reg_ cells or their impaired suppressive activity, is a critical factor in the onset or maintenance of multiple sclerosis (MS), type 1 diabetes (T1D), rheumatoid arthritis (RA), and inflammatory bowel disease (IBD)^8–11^. And the previous study demonstrated that the proliferation of T_reg_ cells is defective in patients with relapsing-remitting multiple sclerosis after T cell receptor (TCR) stimulation because of altered IL-2/STAT5 signaling, which caused the decreased expression of Foxp3^12–14^. Therefore, identifying the surface protein specific to T_reg_ cells is a fundamental element to utilize the functional enhancement or the adoptive transfer of T_reg_ cells for clinical applications.

Several surface proteins, including CD25, CTLA-4, CD127, and CD177, have been discovered as differentially expressed proteins on T_reg_ cells^15–19^. CD25, the IL-2Rα chain, is the most common surface marker used for isolating T_reg_ cells. CD4^+^CD25^+^ T cells are heterogeneous and contain suppressive subpopulations expressing Foxp3^20,21^. However, CD25 can also be expressed on activated effector T cells and memory subsets, and CD25^−^ T cells can be highly suppressive Foxp3^+^ T_reg_ cells in particular experimental settings^22,23^. Further, to define human T_reg_ cells, CD4^+^CD25^+^CD127^−^ combination is generally used, and additional markers such as CD45RA or CD62L can be used to isolate the highly purified T_reg_ cells^24–26^. CD177 is a glycosyl-phosphatidylinositol (GPI)-linked surface glycoprotein and is known to be highly expressed in neutrophils^27^. Recently, CD177 has been suggested as a surface molecule specifically expressed in a subpopulation of tumor infiltrated T_reg_ cells^28^. However, all these known T_reg_ cell-specific proteins are also highly expressed on the surface of various other pro-inflammatory T cell subsets under chronic antigen stimulation^29–33^.

Furthermore, it has been reported that T_reg_ cells exhibit plasticity properties, such as the expression of inflammatory cytokines associated with other T helper (Th) cells while maintaining Foxp3 expression in certain disease conditions^34–36^. In addition to T_reg_ cells, recent studies have shown that Th17 cells can transdifferentiate into another suppressive T cell population during inflammation resolution or in a tumor microenvironment^37,38^. Therefore, a new surface molecule highly specific to a suppressive population of T cells, not other effector T cells, needs to be identified to provide new therapeutics to patients with autoimmunity.

In this study, Lrig1 is identified as a surface protein on the mouse and human T_reg_ cells, whose Lrig1 expression is significantly higher than other T cell subsets or activated T cells. The suppressive activity of T_reg_ cells is positively correlated with the expression of Lrig1 on the surface, and CD4^+^Lrig1^+^ T cells show a similar level of suppressive potential to CD4^+^Foxp3^+^ T cells. Moreover, we show that the Lrig1^+^ subpopulation from Th17 cells shows a comparable level of suppressive potential to that of Lrig1^+^ T_reg_ cells. Agonistic monoclonal antibody (mAb) specific to Lrig1 or adoptive transfer of CD4^+^Lrig1^+^ T cells exhibits significant therapeutic efficacy in experimental autoimmune encephalomyelitis (EAE), IBD, and lupus animal models. This therapeutic potential through Lrig1 is mediated by the increase of Foxp3^+^ T cells via induction of Smad2/3 phosphorylation leading to *Foxp3* expression at the transcription level. Therefore, Lrig1 on the surface of CD4^+^ T cells is important for the suppressive population of Th17 and T_reg_ cells in mice and humans, and Lrig1-targeting mAb or adoptive transfer of Lrig1^+^ T cells can be new therapeutics for treating autoimmune diseases by targeting or regulating the immune-suppressive T cells.

## Results

### The expression of Lrig1 is enriched in the activated mouse and human regulatory T cells

Using next-generation sequencing and functional gene network analysis, we identified Lrig1 as a new surface protein enriched in T_reg_ cells. As shown in Fig. 1a, b, the expression of Lrig1 at mRNA and Lrig1^+^ T cell number were significantly higher in mouse T_reg_ cells than that in other T cell subsets. And the level of Lrig1^+^ cells was very low in CD19^+^ immune cell populations, and CD4^+^ T cells showed a higher level of Lrig1^+^ population than CD8^+^ T cells in mouse mesenteric and inguinal lymph nodes (LN) (Supplementary Figs. 1 and 2a). Lrig1 protein on the surface of induced T_reg_ (iT_reg_) cells can be induced in a TGF-β1-dependent manner, while IL-2 didn’t change Lrig1 expression on the CD4^+^Foxp3^+^ T cells (Fig. 1c and Supplementary Fig. 2b). Consistently, the level of LRIG1-positive cells in human iT_reg_ cells was higher than that on other T cell subsets. However, the amount of LRIG1^+^ human iT_reg_ cells varies from 19.69% to 62.39% individually (Fig. 1d). The Rapamycin^39^- or Everolimus^40^-mediated expansion of human iT_reg_ cells increased LRIG1 protein compared to normal iT_reg_ cells (Supplementary Fig. 2c).

**Fig. 1:**
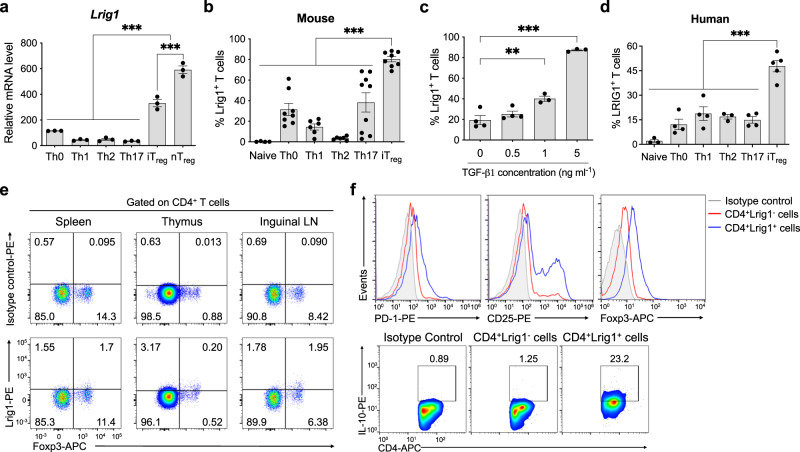
Lrig1 is a new surface protein dominantly expressed in mouse and human T_reg_ cells. **a** Relative mRNA amount of *Lrig1* in T_reg_ cells or different T cell subsets by qRT-PCR (*n* = 3). Data are expressed as mean ± S.E.M (***P < 0.0001). **b** The level of Lrig1 expressing cells among mouse T cell subsets. Naïve: *n* = 4, Th0: *n* = 8, Th1: *n* = 6, Th2: *n* = 6, Th17: *n* = 9, iT_reg_: *n* = 8. Data are expressed as mean ± S.E.M (***P < 0.0001). **c** The level of Lrig1 expressing cells was analyzed when mouse naïve CD4^+^ T cells were cultured in iT_reg_-polarizing condition with the different concentrations (0–5 ng ml^−1^) of TGF-β1. 0 or 0.5 ng ml^−1^: *n* = 4, 1, or 5 ng ml^−1^: *n* = 3. Data are expressed as mean ± S.E.M (**P = 0.0032, ***P < 0.0001). **d** Examination of human LRIG1 on the surface of various human T cell subsets. Naïve: *n* = 3, Th0: *n* = 4, Th1: *n* = 4, Th2: *n* = 3, Th17: *n* = 4, iT_reg_: *n* = 5. Data are expressed as mean ± S.E.M (***P < 0.0001). **e** Representative images of frequencies of Lrig1^+^Foxp3^+^ T cells among mouse CD4^+^ T cells in the spleen, thymus, or inguinal lymph node. **f** The expression level of PD-1, CD25, Foxp3, or IL-10 in mouse splenic CD4^+^Lrig1^+^ or Lrig1^−^ T cells. Data are combined from at least three independent experiments. Statistics were calculated by ordinary one-way ANOVA with Tukey’s multiple comparisons test (**a**) or ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**b**–**d**). Source data are provided as a Source Data file.

When the Lrig1-expressing cells among CD4^+^Foxp3^+^ T cells in the mouse lymphoid organs was examined, sub-populations of Foxp3^+^ T cells from spleen, thymus, or inguinal LN expressed Lrig1 on the surface, respectively (Fig. 1e). CD4^+^Lrig1^+^ T cells expressed a higher level of immuno-suppressive markers, including PD-1, CD25, Foxp3, or IL-10, than CD4^+^Lrig1^−^ T cells (Fig. 1f). It has been reported that the activated T_reg_ (aT_reg_) cells have CD44^high^ and CD62L^low^ surface phenotypes^41^. We next examined the functional phenotype of CD4^+^Lrig1^+^ T cells in the spleen or inguinal LN. T_reg_ cells in the activated status included a higher number of Lrig1^+^ cells than those in the resting status (rT_reg_) (Supplementary Fig. 3a). Consistently, a much higher level of aT_reg_ cells can be found in the CD4^+^Foxp3^+^Lrig1^high^ T cells than in the CD4^+^Foxp3^+^Lrig1^low^ T cells from spleen or inguinal LN (Supplementary Fig. 3b). These data suggest that Lrig1 is a new surface protein enriched in the activated T_reg_ cells, and its expression is substantially low in other T cell subsets and non-T immune cells.

### Lrig1 is functionally required for the suppressive subpopulation of CD4^+^ T cells

To evaluate the suppressive potential of CD4^+^Lrig1^+^ T cells, the effector T cells were co-cultured with CD4^+^Lrig1^+^, CD4^+^Lrig1^−^ T cells, or CD4^+^Foxp3^+^ T cells as a positive control. As shown in Fig. 2a, the suppressive activity of CD4^+^Lrig1^+^ T cells was comparable to that of CD4^+^Foxp3^+^ T cells, and CD4^+^Lrig1^−^ T cells had lower suppressive activity than CD4^+^Lrig1^+^ T cells. In addition, CD4^+^Lrig1^+^ T cells had higher expression level of Foxp3, CD25, PD-1, or CTLA4 compared to CD4^+^Lrig1^−^ T cells (Supplementary Fig. 4). Interestingly, the secretion level of the immune-suppressive cytokines such as IL-10 from CD4^+^Lrig1^+^ T cells was higher than that of CD4^+^Lrig1^−^ T cells, or even CD4^+^Foxp3^+^ T cells (Fig. 2b).

**Fig. 2:**
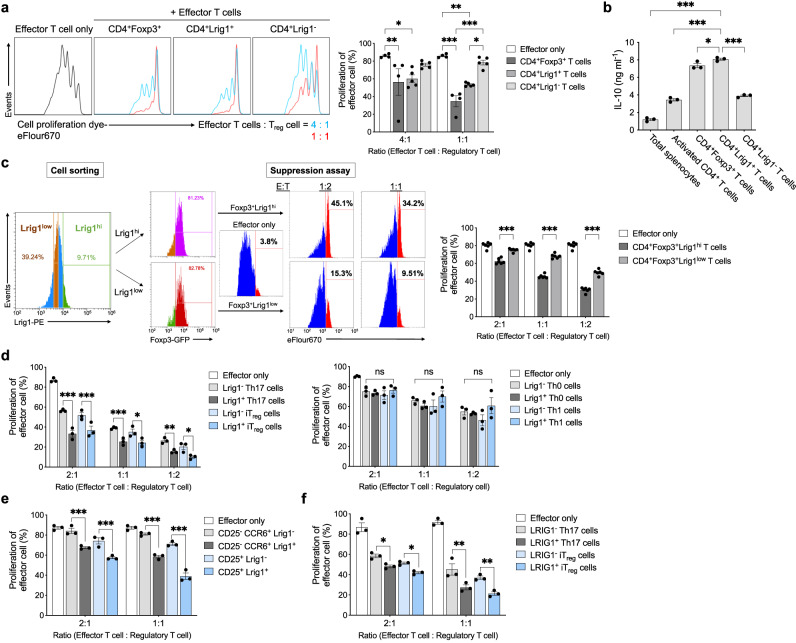
Lrig1 is required for the suppressive population of T_reg_ and Th17 cells. **a** Suppressive potential of CD4^+^Lrig1^+^ cells, CD4^+^Lrig1^−^ cells, or CD4^+^GFP^+^ cells (Foxp3^+^) toward eFlour 670-labeled effector T cells with a different ratio. Effector only or CD4^+^Foxp3^+^ T cells: *n* = 4, CD4^+^Lrig1^+^ T cells or CD4^+^Lrig1^−^ T cells: *n* = 5. Data are expressed as mean ± S.E.M (in ratio 4:1 *P = 0.02, **P = 0.007; in ratio 1:1 *P = 0.01, **P = 0.002, ***P < 0.001). **b** The level of IL-10 in the culture medium of total splenocytes, activated CD4^+^ T cells, CD4^+^Foxp3^+^ T cells, or CD4^+^Lrig1^+^ or Lrig1^−^ T cells in mouse spleen (*n* = 3). Data are expressed as mean ± S.E.M (*P = 0.03, ***P < 0.001). **c** Representative images (left) and quantification (right) of suppression activity of CD4^+^Foxp3^+^Lrig1^hi^ or CD4^+^Foxp3^+^Lrig1^low^ T cells expressing a similar level of Foxp3 (*n* = 6). Data are expressed as mean ± S.E.M (***P < 0.001). **d**, **e** Comparison of the suppressive activity of Lrig1^+^ and Lrig1^−^ cells from mouse Th17, iT_reg,_ Th0, or Th1 cells (**d**) (*n* = 3) or mouse Lrig1^+^ and Lrig1^−^ cells from CD25^−^CCR6^+^ T cells or CD25^+^ T cells in the splenocytes (**e**) (*n* = 3). Data are expressed as mean  ±  S.E.M (in **d** 2:1 ratio, ***P < 0.0001 Lrig1^−^ Th17 vs Lrig1^+^ Th17, ***P = 0.0003 Lrig1^−^ iT_reg_ vs Lrig1^+^ iT_reg_; 1:1 ratio, *P = 0.012, ***P = 0.0007; 1:2 ratio, *P = 0.0127, **P = 0.0099; in **e** ***P < 0.0001). **f** The suppressive potential of human LRIG1^+^ and LRIG1^−^ cells from human blood differentiated Th17 or iT_reg_ cells (*n* = 3). Data are expressed as mean ± S.E.M (*P = 0.0479 LRIG1^−^ Th17 vs LRIG1^+^ Th17, *P = 0.0471 LRIG1^−^ iT_reg_ vs LRIG1^+^ iT_reg_, **P = 0.0014 LRIG1^−^ Th17 vs LRIG1^+^ Th17, **P = 0.0032 LRIG1^−^ iT_reg_ vs LRIG1^+^ iT_reg_). Ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**b**) or two-way ANOVA with Tukey’s multiple comparisons test (**a**, **c**–**f**). All experiments were repeated at least three times. Source data are provided as a Source Data file.

To examine whether the presence of Lrig1 on the surface is important for the suppressive activity of Foxp3^+^ T cells, CD4^+^Foxp3^+^ T cells isolated from Foxp3-IRES-GFP mice were separated into Lrig1^high^ or Lrig1^low^ T cell subpopulation. Although both CD4^+^Foxp3^+^Lrig1^high^ and CD4^+^Foxp3^+^Lrig1^low^ cells expressed a similar level of Foxp3, a substantially higher suppressive potential was shown in CD4^+^Foxp3^+^Lrig1^high^ T cells than the CD4^+^Foxp3^+^Lrig1^low^ T cell cells (Fig. 2c). As shown in Fig. 1b, when the naïve T cells were induced to differentiate into various T cell subsets, the slight induction of Lrig1 expression was also detected on the surface of activated T cells (Th0), Th1, and Th17 cells. To assess whether the expression of Lrig1 can also be functionally required for a suppressive subpopulation in other CD4^+^ T cell subsets, the Lrig1^+^ subpopulation was separated from Th0, Th1, or Th17 cells, and their suppressive activity was compared to that of each Lrig1^−^ subpopulation. Lrig1^+^ T cells from iT_reg_ cells or Th17 cells, not from Th0 or Th1, showed higher suppressive activity than each Lrig1^−^ subpopulation (Fig. 2d). Furthermore, when CD25^+^ T cells or CD25^−^CCR6^+^ T cells from the CD4^+^ T cells in mouse splenocytes were separated into Lrig1^+^ and Lrig1^−^ subpopulations, the suppressive potential of Lrig1^+^ T cells in CD25^−^CCR6^+^ and CD25^+^ T cells was significantly higher than that of CD25^−^CCR6^+^Lrig1^−^ and CD25^+^Lrig1^−^ T cells, respectively (Fig. 2e). Consistently, the human LRIG1^+^ T_reg_ cells and LRIG1^+^ Th17 cells showed higher immuno-suppressive activity than their LRIG1^−^ populations (Fig. 2f). Therefore, Lrig1 on the surface of CD4^+^ T cells is an important surface protein for the suppressive population of T_reg_ cells and Th17 cells.

### Lack of *Lrig1* expression impairs the suppressive function of T_reg_ cells

To confirm the functional importance of Lrig1 for the suppressive activity of T_reg_ cells, the surface expression of Lrig1 on T_reg_ cells was knock-downed by *Lrig1*-targeting siRNA. *Lrig1*-targeting siRNA (si*Lrig1*) treatment effectively reduced the surface expression of Lrig1 on T_reg_ cells (Fig. 3a, Supplementary Fig. 5a). The considerable decrease in the suppressive potential of T_reg_ cells was observed by the reduction of Lrig1 expression on the T_reg_ cell surface (Fig. 3b) even though the Foxp3 level was not affected by the *Lrig1* silence during the iT_reg_ cell differentiation (Fig. 3c). However, the reduced expression of *Lrig1* did not influence the expression of other known T_reg_ cell markers, including Foxp3, GITR, or PD-1 (Supplementary Fig. 5b), and it did not alter T_reg_ cell proliferation by IL-2 (Supplementary Fig. 5c). These results demonstrate that the expression of Lrig1 on the surface of T_reg_ cells is necessary for their suppressive capacity.

**Fig. 3:**
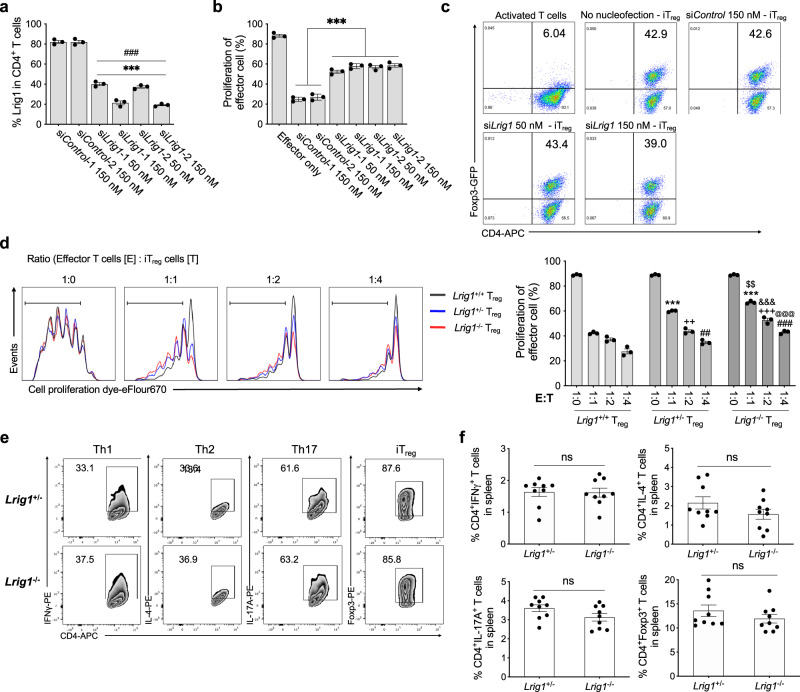
*Lrig1*-deficiency in T_reg_ cells impairs the suppressive activity. **a** The level of Lrig1 expression on the cell surface of iT_reg_ cells whose *Lrig1* expression was knocked down by 50 nM or 150 nM of 2 different siRNAs targeting *Lrig1* (si*Lrig1*) or 150 nM of scrambled sequences (si*Control*) (*n* = 3). Data are expressed as mean ± S.E.M (***P < 0.001 versus si*Control*-1, ###*P* < 0.001 versus si*Control*-2). **b** Quantification of the suppressive activity of *Lrig1*-silenced iT_reg_ cells (*n* = 3) Data are expressed as mean ± S.E.M (***P < 0.0001). **c** si*Lrig1*- or si*Control*- nucleofected naïve CD4^+^ T cells from Foxp3-IRES-GFP mice were induced to differentiate into iT_reg_ cells, and the level of Foxp3 in CD4^+^Foxp3^+^ (GFP^+^) cells was examined. **d** Representative images (left), and quantification (right) of the suppressive potential of iT_reg_ cells from *Lrig1*^+/+^, *Lrig1*^+/−^, or *Lrig1*^−/−^ mice (*n* = 3). Data are expressed as mean ± S.E.M (***P < 0.001, ++*P* = 0.005, +++*P* < 0.001, ##*P* = 0.002, ###*P* < 0.001, $$*P* = 0.002, &&&*P* < 0.001, @@@*P* < 0.001). * symbol shows versus 1:1 of *Lrig1*^+/+^, + symbol shows versus 1:2 of *Lrig1*^+/+^, # symbol shows versus 1:4 of *Lrig1*^+/+^, $ symbol shows versus 1:1 of *Lrig1*^+/−^, & symbol shows versus 1:2 of *Lrig1*^+/−^, @ symbol shows versus 1:4 of *Lrig1*^+/−^. **e** Representative dot plots of the level of IFNγ, IL-4, IL-17A, or Foxp3 in each cell type differentiated from *Lrig1*^+/−^ or *Lrig1*^−/−^ mice. **f** Mouse splenocytes were isolated from *Lrig1*^+/−^ or *Lrig1*^−/−^ mice, and the level of IFNγ^+^, IL-4^+^, IL-17A^+^, or Foxp3^+^ in CD4^+^ T cells was examined (*n* = 9). Data are expressed as mean ± S.E.M (IFNγ: *P* = 0.9341, IL-4: *P* = 0.1721, IL-17A: *P* = 0.0934, Foxp3: *P* = 0.2866). Ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**a**, **b**), two-way ANOVA with Tukey’s multiple comparisons test (**d**) or two-tailed unpaired Student’s *t* test (**f**). All experiments were repeated at least three times. Source data are provided as a Source Data file.

Next, we further investigated the functions of Lrig1 on T_reg_ cells and other T cell subsets using *Lrig1*-knockout (KO) mice^42^. iT_reg_ cells from *Lrig1*^−/−^ mice showed a considerably lower level of suppressive potential than Lrig1-expressing iT_reg_ cells from *Lrig1*^+/+^ and *Lrig1*^+/−^ mice (Fig. 3d). Consistent with the results from the knockdown study, the difference in Foxp3, CD25, GITR, CTLA4, TIGIT, or PD-1 expression between iT_reg_ cells from *Lrig1*^+/−^ and *Lrig1*^−/−^ mice was not observed (Supplementary Fig. 6). We next examined whether the lack of *Lrig1* expression affects the differentiation program of naïve T cells into various T cell subsets. As shown in Fig. 3e, the differentiation capability of *Lrig1*-deficient naïve T cells into Th1, Th2, Th17, or iT_reg_ cells was unaffected. Moreover, the spleen weight, the spleen’s size, and the level of various T cell subsets in the spleen were unchanged (Fig. 3f and Supplementary Fig. 7a). The deficiency of *Lrig1* did not provoke the inflammatory condition in the lung, and the slight increase of CD4^+^CD44^+^, not CD4^+^CD62L^+^ T cells, in the spleen and the lung was observed, but it was not statistically meaningful (Supplementary Fig. 7b). The slight reduction of the dermal skin layer in *Lrig1*^−/−^ mice may be due to the previous finding^43^ in which T_reg_ cells in the skin facilitate epithelial stem cell differentiation (Supplementary Fig. 7c). In addition, the populations of thymic T_reg_ (tT_reg_) precursor cells and tT_reg_ cells were similar in *Lrig1*^+/+^ and *Lrig1*^−/−^ mice, and the proportion of CD4^+^Foxp3^+^ T cells did not differ between *Lrig1*^+/+^ and *Lrig1*^−/−^ mice in the spleen, thymus, and inguinal LN, suggesting *Lrig1*-deficiency does not affect thymic development of T_reg_ cells (Supplementary Fig. 8a, b). These results suggest that Lrig1 plays an important role in the suppressive functions of T_reg_ cells without influencing the differentiation capacity and functions of other T cell subsets in vivo.

### Adoptive transfer of CD4^+^Lrig1^+^ T cells into IBD or lupus animal model shows significant therapeutic potential

To confirm the therapeutic potential of CD4^+^Lrig1^+^ T cells, CD4^+^Foxp3^+^, CD4^+^Lrig1^+^ or CD4^+^Lrig1^−^ T cells were isolated from Foxp3-IRES-GFP or C57BL/6 mice (CD45.2^+^) and co-transferred with CD4^+^CD45RB^high^ T cells (CD45.1^+^) into *Rag1*^−/−^ mice. As shown in Fig. 4a–d, the adoptive transfer of CD4^+^Foxp3^+^ or CD4^+^Lrig1^+^ T cells markedly alleviated the IBD symptoms such as body weight loss, inflammation in the colon, splenomegaly, and histological score, while these IBD symptoms were observed in CD4^+^Lrig1^−^ T cell recipients. When the immuno-cellular factors for the improvement of IBD symptoms were investigated, the number of Foxp3^+^ T cells in the CD4^+^CD45.2^+^ population was higher (Fig. 4e), and the level of TNFα or IL-1β in the serum was substantially lower in CD4^+^Foxp3^+^ or CD4^+^Lrig1^+^ T cell recipients than those in CD4^+^Lrig1^−^ T cell recipients (Fig. 4f). Furthermore, to investigate the effect of Lrig1 on the function of T_reg_ cells, *Lrig1*^+/−^ or *Lrig1*^−/−^ iT_reg_ cells were transferred into *Rag1*^−/−^ mice. IBD symptoms were alleviated in mice receiving the *Lrig1*^+/−^ iT_reg_ cell transfer, whereas not in mice with *Lrig1*^−/−^ iT_reg_ cell transfer (Supplementary Fig. 9a–c). *Lrig1*^+/−^ iT_reg_-recipient mice had a higher level of CD4^+^Foxp3^+^ T cells in intraepithelial lymphocytes (IEL) of the colon and mesenteric lymph node (MLN) and decreased proportion of CD4^+^IFNγ^+^ T cells in both CD45.1^+^ and CD45.1^−^ cells (Supplementary Fig. 9d–f). Similar therapeutic efficacy was observed when CD4^+^Lrig1^+^ T cells were adoptively transferred into lupus-prone (NZB/NZW) F1 mice. The therapeutic activity of CD4^+^Lrig1^+^ T cells was comparable to that of methylprednisolone, a clinically used lupus medication (Supplementary Fig. 10a–c).

**Fig. 4:**
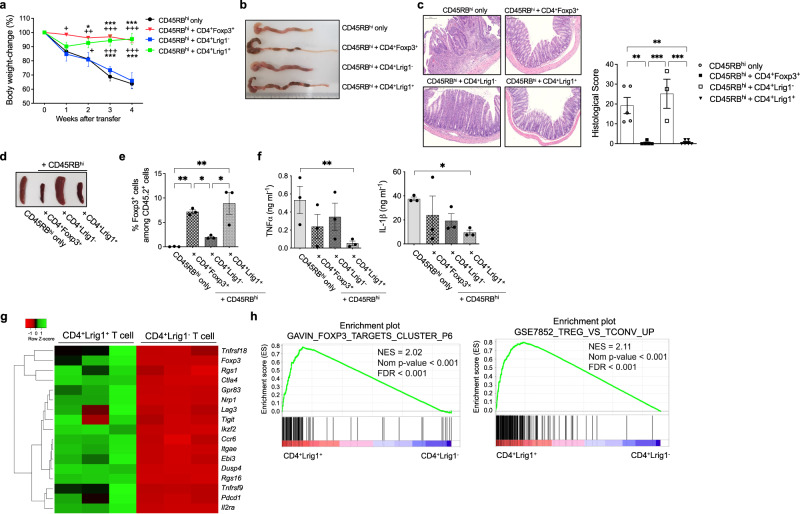
Adoptive transfer of CD4^+^Lrig1^+^ T cells into IBD mice significantly alleviates the autoimmune symptoms. **a** Body weight change of *Rag1*-deficient mice transferred with CD45.1^+^CD4^+^CD45RB^high^ T cell alone (*n* = 3), or together with CD4^+^Foxp3^+^ T cells from Foxp3-IRES-GFP mice (*n* = 5), CD4^+^Lrig1^+^ (*n* = 6) or Lrig1^−^ (*n* = 4) T cells from C57BL/6 mice. Data are expressed as mean ± S.E.M (week 1 + *P* = 0.0121; week 2 *P = 0.0122, +*P* = 0.0336, ++*P* = 0.0042; ***P < 0.0001, +++*P* < 0.0001). + symbol shows versus CD4^+^Lrig1^−^ T cells, * symbol shows versus CD4^+^CD45RB^high^ T cells only. **b** Representative image of macroscopic changes in the colon from each recipient group. **c** Representative images of hematoxylin and eosin (H&E) staining (left) and the combined histopathological clinical scores (right) of large intestines. Scale bar indicates 200 μm. CD45.1^+^CD4^+^CD45RB^high^ T cell alone (*n* = 5), or together with CD4^+^Foxp3^+^ T cells (*n* = 5), CD4^+^Lrig1^+^ (*n* = 6), or Lrig1^−^ (*n* = 3) T cells. Data are expressed as mean ± S.E.M (**P = 0.0022 CD45RB^hi^ only vs + CD4^+^Foxp3^+^, **P = 0.0017 CD45RB^hi^ only vs + CD4^+^Lrig1^+^, ***P = 0.0007 + CD4^+^Foxp3^+^ vs + CD4^+^Lrig1^−^, **^*^P = 0.0005 + CD4^+^Lrig1^−^ vs + CD4^+^Lrig1^+^). **d** Representative images of splenomegaly from each recipient group. **e** The level of CD4^+^Foxp3^+^ cells among CD45.2^+^TCRβ^+^ T cells in the re-stimulated lymphocytes from the colonic lamina propria of each recipient group (*n* = 3). Data are expressed as mean ± S.E.M (*P = 0.0456 + CD4^+^Foxp3^+^ vs + CD4^+^Lrig1^−^, *P = 0.0107 + CD4^+^Lrig1^−^ vs + CD4^+^Lrig1^+^, **P = 0.009 CD45RB^hi^ only vs +CD4^+^Foxp3^+^, **P = 0.0024 CD45RB^hi^ only vs +CD4^+^Lrig1^+^). **f** Serum concentration o**f** TNFα or IL-1β in each recipient mice (*n* = 3). Data are expressed as mean ± S.E.M (*P = 0.0347, ***P = 0.0004). **g** Heatmap showing the expression level of suppressive signature genes in Lrig1^+^ or Lrig1^−^ cells from mouse splenic CD4^+^ T cells (*n* = 3). **h** GSEA plots comparing CD4^+^Lrig1^+^ and CD4^+^Lrig1^−^ T cell populations using the gene sets of Foxp3-target clusters and the upregulated genes in T_reg_ cells compared to conventional T cells (cgp.v.7.4.symbols and ImmuneSigDB.v.7.4.symbols). Data were collected from at least three independent experiments. Statistical significance was measured by two-way ANOVA with Tukey’s multiple comparisons test (**a**), one-way ANOVA with Tukey’s multiple comparisons test (**c**, **e**), and two-tailed unpaired Student’s *t* test (**f**). Source data are provided as a Source Data file.

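Bulk RNA sequencing was performed on CD4+Lrig1+ and CD4+Lrig1- T cells isolated from the spleens of 7-week-old female C57BL/6 mice, an inbred laboratory strain. The libraries were made with a stranded mRNA kit and sequenced as paired-end reads. By the authors' account, the reads were trimmed, mapped with HISAT2 and assembled with StringTie, and differentially expressed genes (DEGs) were determined by EdgeR. The deposited tables list 129299 RefSeq transcripts of 45777 genes, and for each transcript they give an estimated read count and an FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library). The legend of Fig. 4g gives n = 3 for each group. The data analysed here are 2 CD4+Lrig1+ libraries and 2 CD4+Lrig1- libraries, held in 2 tables with 1 library of each group per table (called set 1 and set 2 here). A further table, whose column names do not give the Lrig1 group, was not used here.

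The estimated counts were summed per gene. In set 1 they totalled 48384980 for CD4+Lrig1+ and 44865070 for CD4+Lrig1- T cells, and in set 2 they totalled 59402441 and 59977951. The 16123 genes left by edgeR's filter on low counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment of p over all of them. The libraries differed more between sets than between groups. Across genes, which are not independent replicates, log2 CPM (counts scaled to the size of the library) correlated at 0.960 and 0.959 between the groups within set 1 and set 2, against 0.908 between the sets within each group. For this reason many of the fold changes over all 4 libraries are given with the log2 ratio of CD4+Lrig1+ over CD4+Lrig1- in each set. After the data had been seen, a second model was fitted with the table of each library as a term (called the table block here). With 2 libraries against 2, an exact permutation test of a single gene cannot give a p below 0.333.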

We next sought to examine the transcriptional landscape of CD4^+^Lrig1^+^ T cells. Bulk RNA sequencing analysis of CD4^+^Lrig1^+^ or CD4^+^Lrig1^−^ T cells purified from the normal mouse splenocytes revealed that the genes associated with the suppressive functions of T_reg_ cells, including *Foxp3*, *Il2ra*, and *Ctla4*, were highly expressed in CD4^+^Lrig1^+^ T cells compared to CD4^+^Lrig1^−^ T cells (Fig. 4g). 

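*Lrig1* itself (gene ID 16206, chromosome 6 of GRCm38 from 94604529 to 94700298) had 175 ± 65.5 TMM-normalized CPM (mean ± SD, n = 2) in CD4+Lrig1+ and 56.0 ± 27.4 (n = 2) in CD4+Lrig1- T cells. Its log2 fold change was 1.64 (log2 ratio 1.55 in set 1 and 1.81 in set 2). *Foxp3* (gene ID 20371, chromosome X from 7579676 to 7595243) had 602 ± 18.9 CPM (SD, n = 2) in CD4+Lrig1+ and 39.8 ± 12.9 in CD4+Lrig1- T cells, with a log2 fold change of 3.92 (standard error 0.45; 3.59 in set 1 and 4.33 in set 2). *Il2ra* (gene ID 16184, chromosome 2 from 11642792 to 11693194) had 393 ± 34.7 against 24.4 ± 9.41 CPM, a log2 fold change of 4.01 (standard error 0.47; 3.56 and 4.55 in the sets). *Ctla4* (gene ID 12477, chromosome 1 from 60909025 to 60915832) had 256 ± 63.8 against 24.1 ± 10.2 CPM, a log2 fold change of 3.41 (standard error 0.51; 3.26 and 3.64). For each of these genes both CD4+Lrig1+ libraries lay above both CD4+Lrig1- libraries. Chance gives such a separation, in one direction or the other, for 33.3% of genes if the libraries do not differ between sets. The adjusted p from edgeR's quasi-likelihood test was 0.885 for *Lrig1*, 0.562 for *Foxp3* and *Il2ra* and 0.591 for *Ctla4*, so none passed 0.05 over all genes tested. With the table block, chosen after seeing the data, the adjusted p from the same test was 3.03e-05 for *Lrig1*, 5.84e-04 for *Foxp3*, 0.0136 for *Il2ra* and 6.86e-06 for *Ctla4*.

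**Figure D1:**
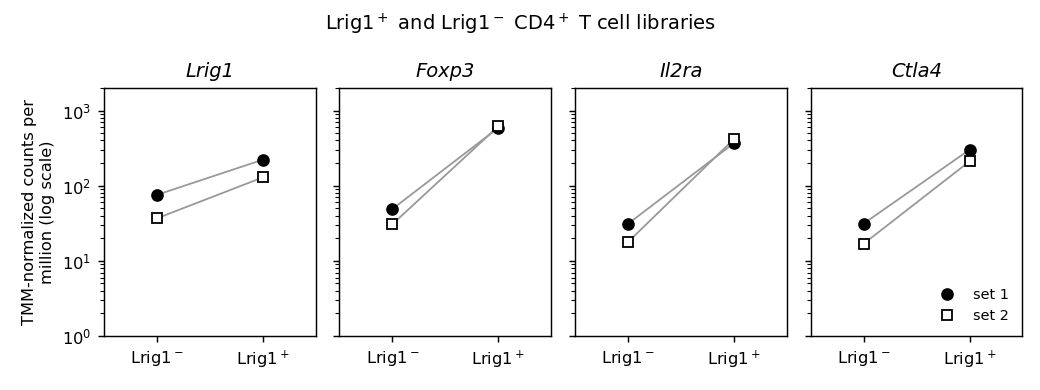
TMM-normalized CPM (log axis) of *Lrig1*, *Foxp3*, *Il2ra* and *Ctla4* in each CD4+Lrig1- and CD4+Lrig1+ T cell library. Each symbol is 1 library, and a line joins the 2 libraries of a set. *Foxp3* is at 48.9 and 30.7 in the CD4+Lrig1- libraries and at 589 and 615 in the CD4+Lrig1+ libraries.

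All 17 genes of the Fig. 4g heatmap were higher in CD4+Lrig1+ T cells in both sets, with log2 fold changes from 1.79 for *Rgs1* to 4.62 for *Rgs16* and a median of 3.23. None of the 17 passed an adjusted p of 0.05 over all genes tested, and all 17 passed when adjusted over the list alone. Those also shown in Supplementary Fig. 11a were picked by the study as DEGs, so for them that count is not independent evidence. With the table block, 16 of the 17 passed over all genes tested, and *Rgs1* did not (adjusted p = 0.213 from edgeR's quasi-likelihood test).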

Interestingly, most of the immune-suppressive genes were included in the top 20 differentially expressed genes (DEG) among 468 upregulated DEGs in Lrig1^+^CD4^+^ T cells (Supplementary Fig. 11a). 

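Without the table block, edgeR's quasi-likelihood test called 0 genes higher and 0 genes lower in CD4+Lrig1+ T cells at an adjusted p under 0.05. The smallest adjusted p was 0.562. In 1 simulation that kept the differences between sets, this fit recovered 0 of 200 genes given a log2 change of 2. At an unadjusted p under 0.05, 649 genes were higher and 215 were lower. Of the alternatives set before the data were examined, the DESeq2 Wald test called 260 higher and 50 lower and edgeR's exact test called 196 and 17. The table block, chosen after seeing the data, called 2342 genes higher and 2065 lower, and the counts moved most when it was combined with an adjusted p under 0.1 (2940 and 2820). That model leaves 1 residual degree of freedom. It was tried in 11 simulations with 200 genes changed by 2 on the log2 scale and the dispersion of each gene. Of its calls at an adjusted p under 0.05, 7.66% to 26.1% were false, with a median of 17.5%. The real fit called far more genes than 200, so these shares need not hold for it. All 22 genes of the Supplementary Fig. 11a heatmap were higher in CD4+Lrig1+ T cells in both sets, with log2 fold changes from 2.97 for *Tigit* to 5.91 for *Pdzk1ip1*, whose CD4+Lrig1- libraries held 6 estimated counts each. None of the 22 passed an adjusted p of 0.05 over all genes, and all 22 passed when adjusted over the list alone, a list the study chose on these libraries. With the table block 21 passed, *Tnfrsf4* being the exception (adjusted p = 0.0591 from edgeR's quasi-likelihood test). Among the 20 higher genes with the smallest p, taken without a threshold, 4 were in Fig. 4g and 5 in Supplementary Fig. 11a. The first of these 20 by p, named after their values were seen, were *Ptpn5*, *Ptger2*, *Spock2*, *Rgs16* and *Nrp1*. With the table block, 5 of the first 20 were in Fig. 4g and 5 in Supplementary Fig. 11a.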

As shown in the Supplementary Fig. 11b, the DEGs expressed by the Lrig1^+^ T cells were involved in the upregulation of cytokine production and negative regulation of the immune system process (upper panel), while the upregulated genes in Lrig1^−^ T cells were related to immunoglobulin production or lymphocyte activation (lower panel). 

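The pathway databases behind Supplementary Fig. 11b were not used here. In their place, 2 gene families were fixed by gene symbol before the data were examined. The cytokine family (cytokines, chemokines, the tumour necrosis factor superfamily and their receptors) had 139 members among the genes tested, and the immunoglobulin family had 182. The quasi-likelihood test without the table block called no gene, so it gave 0 members of either family and no enrichment. Of the other tests set before the data were examined, 2 did call genes without the block. Among their higher genes the DESeq2 Wald test had 17 cytokine family genes (odds ratio 9.02, p = 9.46e-11, Fisher's exact test) and edgeR's exact test had 14 (odds ratio 9.72, p = 1.50e-09, Fisher's exact test), and neither had an immunoglobulin gene among its lower genes. In the quasi-likelihood test at an unadjusted p under 0.05 and at least a 2-fold change, 26 cytokine family genes were among the 630 higher genes (odds ratio 5.86, two-sided Fisher's exact test, p = 2.47e-11), and 14 were lower (odds ratio 9.89, p = 1.22e-09 from the same exact test). The members with the smallest p were *Csf1* (log2 fold change 3.36), *Tnfrsf8* (5.52), *Ccr8* (3.00), *Il2ra* and *Tnfrsf4*. Of the immunoglobulin genes, 0 were among the 193 lower genes at that threshold (p = 0.285, exact test). With the table block, 44 cytokine family genes were called higher (odds ratio 2.76, adjusted p = 8.19e-07 by Fisher's exact test over 8 tests) and 32 were called lower (odds ratio 2.05, adjusted p = 0.00128, exact test). The same model called 17 immunoglobulin genes lower (odds ratio 0.699, adjusted p = 0.206, exact test) and 0 higher. The direction depended on the threshold, since the table block with at least a 2-fold change gave 12 lower (odds ratio 2.38, p = 0.0117, exact test), and at an unadjusted p under 0.05 with a 2-fold change it gave 34 (odds ratio 5.74, p = 4.61e-14, exact test). The median log2 ratio of the immunoglobulin genes was 0.00 in set 1 and -1.003 in set 2. Variable-region genes of this family resemble one another, so reads could have been split between them in the authors' counting.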

Surprisingly, our results showed that the cell type with the gene set most similar to the upregulated genes in Lrig1^+^ T cell is FoxP3^+^ T cells (upper panel, Supplementary Fig. 12a). On the other hand, the cell type with the highest relation to the upregulated genes in Lrig1^−^ T cell was B220^+^ B cells (lower panel), as shown in the Supplementary Fig. 12a. Moreover, using TRRUST^44^ enrichment analysis, we demonstrated that the expression of the upregulated genes in Lrig1^+^ T cell are significantly regulated by Nkfb1, Rela, or Foxp3 which is associated with the expression of suppressive molecules in T_reg_ cells (Supplementary Fig. 12b). Furthermore, Gene Set Enrichment Analysis (GSEA) suggested that CD4^+^Lrig1^+^ T cells were highly enriched for the signature genes associated with Foxp3 targets and suppressive functions of T cells (Fig. 4h). Therefore, CD4^+^Lrig1^+^ T cells are a therapeutically important subpopulation with high immuno-suppressive capacity.

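The PaGenBase cell type sets were not used here. A list of 50 genes that T_reg_ cells express, written by hand before the data were examined, stood in for the FoxP3+ T cell set. All 50 were tested, and 20 of them are also shown in the heatmaps of Fig. 4g or Supplementary Fig. 11a. Their median log2 fold change was 2.29 over all libraries, 2.37 in set 1 and 2.50 in set 2. In both sets 47 of the 50 were higher in CD4+Lrig1+ T cells. The camera test of limma, which compares a list with all other genes at a preset correlation of 0.01 between its members, gave p = 2.26e-56. The rotation test fry gave p = 0.00259, and camera with the correlation estimated from the libraries gave p = 0.00346. That estimate was 0.00624, below the preset value, so a higher correlation is not why p rose. Over the 23 lists tested the adjusted p was 0.0199 for fry and 0.0578 for the estimated correlation. No gene of the list passed 0.05 over all genes, against 34 higher and 1 lower when adjusted over the list alone. Over all genes 42 of the 50 were called higher and 2 lower with the table block, chosen after seeing the data. Of the members outside the heatmaps, *Nt5e* and *Ccr8* had log2 fold changes of 2.83 and 3.00.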

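A hand-written list of 25 B cell markers without immunoglobulin genes, of which 24 were tested, stood in for the B220+ B cell set. Its median log2 fold change was -0.99. The difference came from one set. The median log2 ratio was -0.08 in set 1, with 15 of 24 genes lower in CD4+Lrig1+ T cells, and -1.09 in set 2, with 22 of 24 lower. Camera at the preset correlation gave p = 0.0391, whereas fry gave p = 0.795 and camera with the estimated correlation gave p = 0.684. The table block, chosen after seeing the data, gave an adjusted p = 0.00632 for limma's camera at the preset correlation and 0.444 for fry over the 23 lists. With single libraries left out in turn, the median ran from -2.30 to 1.16, the last without the CD4+Lrig1- library of set 2. Those fits have no term for the set, so the difference between sets enters them. *Cd79a*, which encodes a chain of the B cell receptor, had 11.0 CPM in CD4+Lrig1+ and 11.2 in CD4+Lrig1- T cells of set 1, against 87.5 and 182 in set 2. The quasi-likelihood test called none of the 24 genes without the table block and 6 lower with it.

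**Figure D2:**
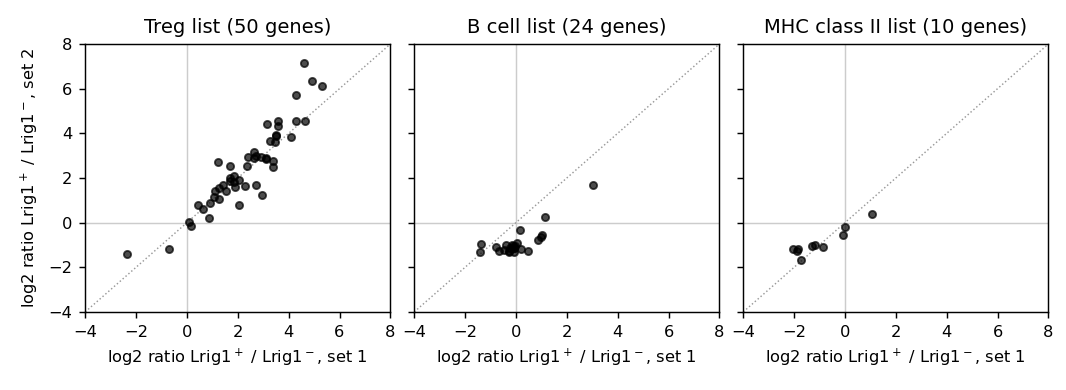
Log2 ratio of CD4+Lrig1+ over CD4+Lrig1- T cells in set 1 (horizontal axis) and in set 2 (vertical axis) for the genes of 3 lists. Each point is 1 gene, and the dotted line marks equal ratios in both sets. The B cell list has a median of -0.08 in set 1 and -1.09 in set 2, and the MHC class II list has medians of -1.25 and -1.07.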

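The TRRUST target sets were not used here. A hand-written list of 41 NF-κB target genes, of which 40 were tested, had a median log2 fold change of 0.62 (0.62 in set 1 and 0.57 in set 2), with 30 of the 40 higher in both sets. Camera gave p = 3.58e-10, fry gave p = 0.00130 and camera with the estimated correlation gave p = 0.0178. Over the 23 lists tested the adjusted p was 0.0149 for fry and 0.0828 for limma's camera with the estimated correlation, above 0.05. With the table block, chosen after seeing the data, the estimated correlation did not pass 0.05 before adjustment either (p = 0.0737). Among its members with the smallest p were *Tnfrsf9*, *Irf4* and *Tnip3*. Of the regulators themselves, *Nfkb1* had 401 ± 44.5 CPM (SD, n = 2) in CD4+Lrig1+ and 254 ± 17.1 in CD4+Lrig1- T cells, a log2 fold change of 0.66 (0.70 in set 1 and 0.61 in set 2). Its adjusted p from edgeR's quasi-likelihood test was 1.00 without the table block and 0.00107 with it. *Rela* had 163 ± 8.98 against 153 ± 6.95 CPM, a log2 fold change of 0.09 (0.08 and 0.10), and was not called by either model. The lower panel of the figure concerns regulators of the genes higher in CD4+Lrig1- T cells. The MHC class II genes had a median log2 fold change of -1.10, with 9 of 10 lower in both sets. Over the 23 lists limma's camera gave this list an adjusted p = 0.00153, whereas fry gave an adjusted p = 0.620 without and an adjusted p = 0.0431 with the table block. *Rfx5*, *Rfxank* and *Rfxap* had log2 fold changes of 0.53, 0.08 and -0.20, and *Pax5* had -1.04, which was -0.09 in set 1 and -1.34 in set 2. *Ciita*, a regulator that is counted in the MHC class II list, had -1.70 (-1.72 in set 1 and -1.67 in set 2). Its adjusted p from edgeR's quasi-likelihood test was 0.638 without and 4.36e-05 with the table block.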

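The 2 gene sets of Fig. 4h were not used here. A hand-written list of 20 genes that Foxp3 induces had a median log2 fold change of 2.78, and all 20 were higher in CD4+Lrig1+ T cells in both sets. Camera gave p = 8.05e-38, fry gave p = 4.54e-04 and camera with the estimated correlation gave p = 0.00502. All 20 genes are also on other lists, and 11 are shown in the heatmaps. When every heatmap gene was taken out of the list of T_reg_ cell genes, the 30 that remained had a median log2 fold change of 1.62, with 27 of 30 higher in both sets. For these 30 genes camera gave p = 2.46e-22, fry gave p = 0.00794 and the estimated correlation gave p = 0.00808. Over the 23 lists tested, the adjusted p for fry was 0.0104 for the Foxp3 list and 0.0365 for these 30 genes, and for limma's camera with the estimated correlation it was 0.0578 and 0.0620, above 0.05. Both lists had an unadjusted p under 0.05 in each of these tests with the table block too, chosen after seeing the data. From its enrichment analysis, the paper proposes that CD4+Lrig1+ T cells are enriched for genes of Foxp3 targets and of suppressive function.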

### Antibody-mediated Lrig1 stimulation significantly alleviates the symptoms of EAE by induction of *Foxp3* transcription via phosphorylation of Smad2/3

To investigate the intracellular signal transduction pathway through Lrig1 in T_reg_ cells, monoclonal antibody 6F01 specific to Lrig1 was generated, which stained mouse and human iT_reg_ cells effectively (Supplementary Fig. 13). When the naïve T cells were differentiated into iT_reg_ cells in the presence of 6F01 under the suboptimal concentration of TGF-β1 (0.5 ng ml^−1^), 6F01 treatment significantly increased the number of Foxp3^+^ T cells close to the number induced by the optimal concentration of TGF-β1 (5 ng ml^−1^; Fig. 5a). Interestingly, Lrig1 stimulation by 6F01 during Th17 cell differentiation also increased the number of Foxp3^+^ T cells and the level of Smad2/3 phosphorylation (Supplementary Fig. 14a, b). 6F01-mediated stimulation of Lrig1-expressing iT_reg_ cells substantially enhanced the phosphorylation of Smad2/3, leading to the increase of *Foxp3* expression at the transcription level analyzed by qRT-PCR (Fig. 5b, d). When Smad3 phosphorylation inhibitor (SIS3) was included in this experimental condition, the function of 6F01 to increase *Foxp3* expression was completely abolished (Fig. 5c). This result demonstrates that the increase of Smad2/3 phosphorylation accomplishes the increment of the Foxp3 level by 6F01 treatment.

**Fig. 5:**
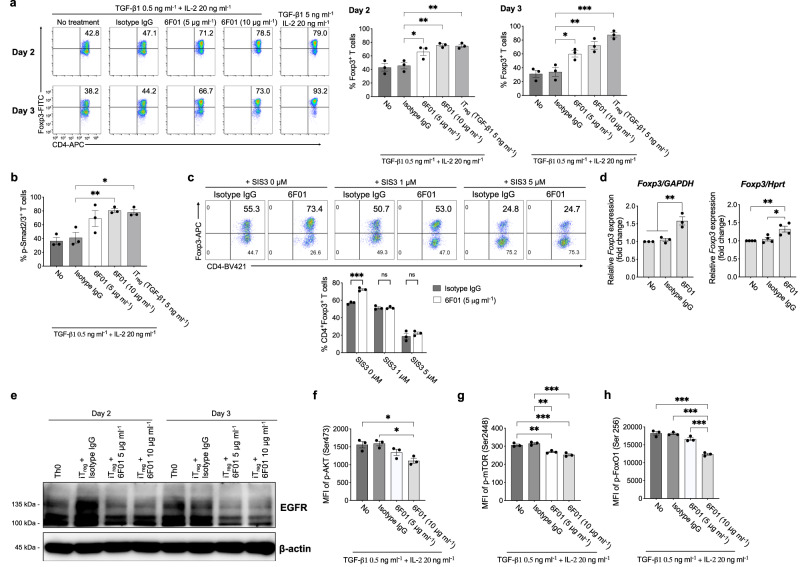
Lrig1 stimulation enhances Foxp3 expression via induction of Smad2/3 phosphorylation. **a**, **b** Representative images (left) or the percentage (right) of CD4^+^Foxp3^+^ (**a**) (*n* = 3) or p-Smad2/3^+^ (**b**) (*n* = 3) T cells by 6F01 stimulation in a dose-dependent manner during iT_reg_ differentiation. Treatment of 5 ng ml^−1^ TGF-β1 was used as a positive control. Data are expressed as mean ± S.E.M (in **a** Day 2 *P = 0.0226, **P = 0.0019 Isotype IgG vs 6F01, **P = 0.0024 Isotype IgG vs iT_reg_; Day3 *P = 0.0156, **P = 0.0012, ***P < 0.001) (in **b** *P = 0.0123, **P = 0.0081). **c** Representative dot plots (upper) or quantification of the level of CD4^+^Foxp3^+^ T cells in SIS3 treatment with 6F01 or isotype IgG during iT_reg_ differentiation in a dose-dependent manner (*n* = 3). Data are expressed as mean ± S.E.M (***P < 0.001). **d** The level of *Foxp3* mRNA from mouse iT_reg_ cells stimulated with 6F01 or isotype control normalized with *GAPDH* (*left*) (*n* = 3) or *Hprt* (*right*) (*n* = 4) level. Data are expressed as mean ± S.E.M (in left panel **P = 0.0029 No vs 6F01, **P = 0.0044 Isotype IgG vs 6F01; in right panel *P = 0.0141, **P = 0.0062). **e** The level of EGFR expression of Th0 or iT_reg_ cells in response to isotype IgG or various 6F01 treatment using western blot analysis. β-actin was used as a quality control. The experiment was repeated three times independently with similar results. **f**–**h** Quantification of MFI of phosphorylated AKT (Ser473), mTOR (Ser2448), or FoxO1 (Ser256) by stimulation of 6F01 or isotype control (*n* = 3 for each group). Data are expressed as mean ± S.E.M (p-AKT: *P = 0.0164 No vs 6F01, *P = 0.0112 Isotype IgG vs 6F01; p-mTOR: **P = 0.005 No vs 6F01, **P = 0.001 Isotype IgG vs 6F01, ***P < 0.001; p-FoxO1: ***P < 0.001). One-way ANOVA with Dunnett’s multiple comparisons test (**a**, **b**) or one-way ANOVA with Tukey’s multiple comparisons test (**d**, **f**–**h**) or two-way ANOVA with Šídák’s multiple comparisons test (**c**). Source data are provided as a Source Data file.

In previous studies, Lrig1 has been known to be involved in EGFR degradation in cancer cells^45^. To further investigate the underlying molecular mechanism of 6F01-mediated induction of Foxp3 expression, we analyzed EGFR downstream signaling pathways in 6F01-treated iT_reg_ cells. The expression level of EGFR was reduced in 6F01-treated iT_reg_ cells (Fig. 5e and Supplementary Fig. 15), starting from 30 min after 6F01 stimulation, and the phosphorylation of AKT (p-AKT) or mTOR (p-mTOR), which are downstream molecules of EGFR signaling^46^, was also inhibited by 6F01 treatment in a dose-dependent manner (Fig. 5f, g). We observed p-AKT starts to dephosphorylate very quickly by 6F01 treatment within 1 min after stimulation (Supplementary Fig. 16). Although no treatment or isotype IgG also induced dephosphorylation of AKT because the transferred iT_reg_ cells could not receive the activation signals through T cell receptor stimulated with anti-CD3e/28 antibodies or cytokines, 6F01 treated-iT_reg_ cells showed the quicker dephosphorylation of AKT than no or isotype treatment. On the other hand, the non-phosphorylated form of AKT or mTOR expression was not affected by 6F01 treatment (Supplementary Fig. 17a, b). FoxO1, a transcription factor known to induce *Foxp3* expression, can be exported from the nucleus by p-AKT-induced phosphorylation^47,48^. The phosphorylation of FoxO1 (p-FoxO1) was also suppressed by 6F01 treatment, which inhibits the phosphorylation of AKT (Fig. 5h and Supplementary Fig. 17c).

To confirm the involvement of EGFR signaling in the Lrig1 pathway in T_reg_ cells, sub-optimally induced T_reg_ cells were treated with different concentrations of EGFR-specific inhibitors (Gefitinib and Erlotinib). The p-AKT level was reduced by 6F01 treatment (Fig. 5f) or EGFR inhibitors. However, the EGFR inhibitors did not increase the population of p-Smad2/3^+^ or Foxp3^+^ T cells, which was consistently increased by the 6F01 treatment (Supplementary Fig. 18). These results suggest that EGFR and p-AKT may not be a primary signal mediator in the Lrig1-mediated intracellular signaling pathway in T_reg_ cells. These findings demonstrate that 6F01-mediated Lrig1 stimulation can induce EGFR degradation and reduce p-AKT/mTOR signaling. However, reduction of p-AKT may be likely irrelevant to the increase in phosphorylation of Smad2/3 and the expression of Foxp3.

To investigate the therapeutic potential of 6F01 mAb in the animal model of autoimmunity, the experimental autoimmune encephalomyelitis (EAE) mice were treated with 6F01 mAb three times a week, and the treatment with anti-IL-17A mAb was used as a positive control. The improvement of the clinical score by 6F01 mAb treatment was comparable to that by anti-IL-17A mAb treatment (Fig. 6a). And the level of inflammatory T cell infiltration into the spinal cord or demyelination in the spinal cord was substantially reduced by 6F01 mAb treatment (Fig. 6b). When the level of T cell subsets in the lymph node (LN) and spinal cord (SC) of 6F01-treated EAE mice was analyzed, the increases of Lrig1^+^Foxp3^+^ T cells and total CD4^+^Foxp3^+^ T cells were observed in both lymph node and spinal cord (Fig. 6c, d). In addition, we detected the level of CD4^+^IL-17A^+^ or CD4^+^IFNγ^+^ T cells was significantly decreased in lymph nodes and spinal cord from EAE mice treated with 6F01 compared to isotype control-treated mice (Fig. 6e, f). Therefore, targeting Lrig1 with mAb enhances the anti-inflammatory functions of the suppressive T cell population to protect autoimmunity in the EAE animal models.

**Fig. 6:**
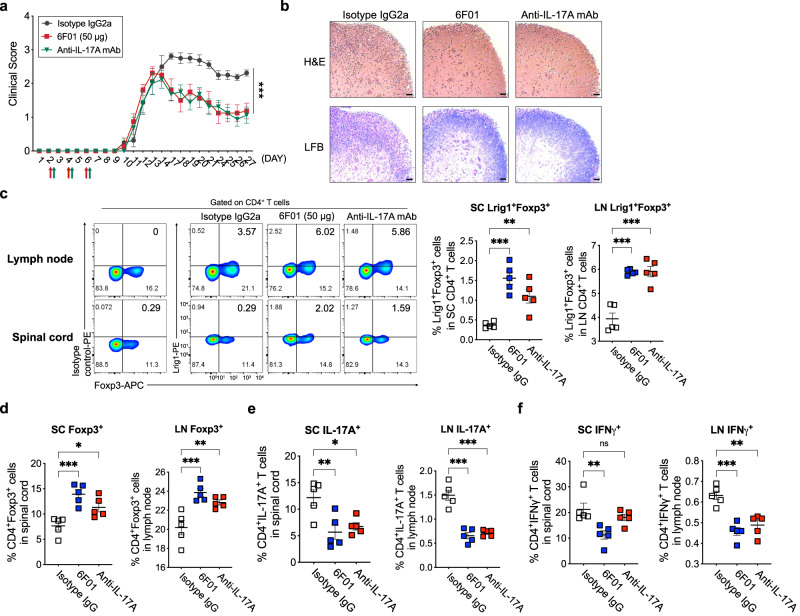
Therapeutic efficacy of Lrig1-specific monoclonal antibody (6F01) in the experimental autoimmune encephalomyelitis (EAE) model. **a** Clinical score of EAE symptoms until 27 days after EAE onset. EAE model mice were treated with isotype IgG2a (*n* = 8), 50 μg of 6F01 (*n* = 8), or anti-IL-17A mAb (*n* = 8). Each arrow indicates the injection day of isotype IgG2a, 50 μg of 6F01 or anti-IL-17A monoclonal antibody (mAb). Data are expressed as mean ± S.E.M (***P < 0.0001). **b** Representative images showing the level of inflammatory cell infiltration into the spinal cord and the level of spinal cord demyelination by H&E or LFB staining, respectively. Scale bar indicates 50 μm. The experiment was repeated two times independently with similar results. **c**–**f** The level of Lrig1^+^Foxp3^+^ (**c**), total Foxp3^+^ (**d**), IL-17A^+^ (**e**), or IFNγ^+^ cells (**f**) among CD4^+^ T cells in the spinal cord (SC) or lymph node (LN) of the isotype IgG2a-, 6F01-, or anti-IL-17A mAb-treated EAE animals (*n* = 5 for each group). Data are expressed as mean ± S.E.M (in **c**, SC **P = 0.0064, ***P = 0.0001; LN ***P < 0.001) (in **d**, SC *P = 0.0288, ***P = 0.0007; LN **P = 0.0089, ***P = 0.0008) (in **e**, SC *P = 0.022, **P = 0.0071; LN ***P < 0.001) (in **f**, SC **P = 0.0067; LN **P = 0.0011, ***P = 0.0002). ns not significant. Two-way ANOVA with Dunnett’s multiple comparisons test (**a**), One-way ANOVA with Tukey’s multiple comparisons test (**c**–**f**). Source data are provided as a Source Data file.

## Discussion

Onset, progression, and maintenance of autoimmune disease are known to be contributed by many immunological components such as autoreactive T and B cells, autoantibody, infiltrating inflammatory cells, and the secreted inflammatory cytokines and chemokines^49–51^. Current therapeutic reagents for treating autoimmune patients are mAbs targeting inflammatory cytokines, their receptors or costimulatory molecules, and the small molecules inhibiting the signal mediators involved in the inflammatory cytokine/chemokine receptor-mediated intracellular signaling pathway^52^. However, due to the functional and physiological redundancy among inflammatory cytokines and chemokines, the therapeutic efficacy of current medication for autoimmunity has been challenged. Instead of blocking the function of each inflammatory component in the autoimmune microenvironment, a new immunological entity needs to be developed to modulate the autoimmune microenvironment in a coordinated and systemic manner. In this regard, T_reg_ cells are the best candidate, which play a crucial role in maintaining immune homeostasis and preventing the pathogenesis of autoimmune diseases^3^. However, the previously identified surface proteins known to be specific to T_reg_ cells are also expressed in activated T cells and pro-inflammatory T cell subsets, which is the major limitation for the therapeutic application of T_reg_ cells.

Using next-generation sequencing, microarray analysis, and functional gene network analysis, we identified Lrig1 as a new surface protein specific to T_reg_ cells and the immune-suppressive T cell subpopulation from Th17 cells. Previously, Lrig1 has been known to be detected on the surface of several tumor cells or stem cells, functioning as a negative regulator of ErbB receptors or tumor suppressors^53^. However, the immunological functions of Lrig1 are mainly unknown. The level of Lrig1 protein was highly enriched in mouse and human T_reg_ cells, especially in the activated stage. In contrast, its expression in activated T cells, other T cell subsets, or non-T immune cells was substantially low. TGF-β1 induced the expression of Lrig1, and a higher level of PD-1, CD25, IL-10, or Foxp3 was detected in the CD4^+^Lrig1^+^ population than CD4^+^Lrig1^−^ population in vitro and in vivo (Fig. 1). Several studies have reported that activated T_reg_ cells have increased suppressive activity and largely infiltrate into tumor tissues^5,54^. Currently, CD121a/b, CD137, and GARP are the surface markers for the activated T_reg_ cells^55–57^. But these surface proteins are also detected in activated CD4^+^ or CD8^+^ T cells, dendritic cells, or platelets at substantially high levels^58–60^. In this study, Lrig1 can be a new surface protein required for the immune-suppressive functions in the activated stage.

The immuno-suppressive activity of T_reg_ cells was positively correlated with the level of Lrig1 on the surface, and CD4^+^Foxp3^+^ T cells expressing the low level of Lrig1 on the surface showed substantially low suppressive potential. During mouse and human CD4^+^ naïve T cell differentiation into various T cell subsets, the recognizable level of Lrig1 was detected on the surface. Interestingly, the suppressive activity of Lrig1^+^ Th17 cells was comparable to that of Lrig1^+^ T_reg_ cells and substantially higher than that of Lrig1^−^ Th17 cells. The consistent results were obtained when T_reg_ cells or Th17 cells were isolated from the mouse using CD25 or CCR6 as a surface marker for T_reg_ cells and Th17 cells, respectively. However, the Lrig1^+^ population from the activated T cells (Th0) and Th1 cells neither exhibited the suppressive activity nor the functional difference between Lrig1^+^ and Lrig1^−^ populations (Fig. 2). Recently, it was demonstrated that Th17 cells could be functionally converted into the suppressive population in particular immunological conditions in vivo^37,38^. Our results suggest the important finding that Lrig1 may be a new surface protein to represent the immuno-suppressive population from Th17 and T_reg_ cells and can serve as a unique or combinational marker with CD25 for isolating the therapeutically effective immuno-suppressive population from T cells.

The functional importance of Lrig1 in the immuno-suppressive activity of T_reg_ cells was confirmed using siRNA-mediated knockdown of *Lrig1* and *Lrig1* KO mouse. Consistent with the results from Fig. 2, the suppressive potential of T_reg_ cells was significantly decreased by the reduced expression or absence of Lrig1. Surprisingly, the differentiation capacity of CD4^+^ naïve T cells into various T cell subsets or the number of Th1, Th2, Th17, or T_reg_ cells was not affected in *Lrig1*-deficient mice. Moreover, the level of Foxp3, CD25, GITR, or PD-1 expression on T_reg_ cells and IL-2-mediated T_reg_ cell proliferation were not altered in *Lrig1*-deficient conditions (Fig. 3). These results are physiologically compatible because no immunological abnormality was observed in the *Lrig1* KO mouse phenotype although most abnormalities shown in *Lrig1*^−/−^ mice may be related to the uncontrolled proliferation of stem cells in intestinal or epithelial areas or cancer cells^42,61–64^. Previous studies have reported that skin-resident T_reg_ cells play an essential role in hair follicle regeneration by inducing the proliferation and differentiation of hair follicle stem cells^43^. Also, *Lrig1* KO mice show psoriasis-like epidermal hyperplasia with the over-proliferative ability of keratinocytes, and further loss of *Lrig1* causes chronic inflammation through the STAT3-dependent pathway^42,61^. These data strongly support our finding that Lrig1 is necessary for the functions of the immuno-suppressive population of T cells.

The therapeutic efficacy of CD4^+^Lrig1^+^ T cells was confirmed in chronic IBD and lupus genetic-animal model through the adoptive transfer, which is comparable to that of CD4^+^Foxp3^+^ T cells in the IBD model and CD4^+^CD25^+^ T cells or methylprednisolone in the lupus-prone model. These results suggest that a combination therapy of CD4^+^Lrig1^+^ T cells and methylprednisolone may provide a more effective treatment for lupus patients with less toxicity. Consistent with the high therapeutic potential of CD4^+^Lrig1^+^ T cells in IBD and lupus animal models, the higher expression of the genes involved in functions of T_reg_ cells or induced by Foxp3 was observed in CD4^+^Lrig1^+^ T cells than CD4^+^Lrig1^−^ T cells (Fig. 4).

Agonistic T_reg_-ness activation of Lrig1 by 6F01 mAb induces the phosphorylation of Smad2/3, followed by the enhanced *Foxp3* transcription. Lrig1-mediated inductions of Smad2/3 phosphorylation and Foxp3 expression by 6F01 treatment were also observed in Th17 cell-skewing differentiation (Fig. 5). Additionally, we used the EGFR inhibitors to confirm the involvement of EGFR signaling in the Lrig1 pathway in T_reg_ cells. As shown in Supplementary Fig. 18, when sub-optimally induced T_reg_ cells were treated with different concentrations of EGFR-specific inhibitors (Gefitinib and Erlotinib) for 1 day, the p-AKT level was reduced by the EGFR inhibitors as similar with 6F01 treatment (included in Fig. 5f). However, the treatment of EGFR inhibitors did not increase the population of p-Smad2/3^+^ or Foxp3^+^ T cells, which was consistently increased by the 6F01 treatment. These results suggest that EGFR may not be a primary signal mediator in the Lrig1-mediated intracellular signaling pathway in T_reg_ cells. The possibility can be explained by the fact that the level of EGFR is very low on the surface of normal T_reg_ cells. Alternatively, intracellular signaling context and transcription factor functional network constellation might be quite different between cancer cells and T_reg_ cells. It may be possible that other or unidentified members of the receptor tyrosine kinase (RTK) family, such as c-MET, AXL, MERTK, or VEGFR, or an unknown surface protein associated with tyrosine kinase, can be involved in the Lrig1-mediated intracellular signaling pathway in T_reg_ cells^65–67^. In the EAE animal model, 6F01 mAb showed the equivalent level of therapeutic potential to anti-IL-17A mAb in a dose-dependent manner. In line with our mechanism of action study, 6F01 mAb treatment significantly reduced the level of demyelination or infiltration of inflammatory cells via the increase of Foxp3^+^ T cells and decrease of Th17 and Th1 cells in the spinal cord (Fig. 6).

Previous studies suggest that Lrig1 shows the tumor suppressor activity via functioning as a negative regulator of the ErbB RTK family in the tumor microenvironment^53^. In the immunological environment, CD4^+^ T cells express a low level of EGFR, one of the ErbB family, and the expression level of EGFR is higher on T_reg_ cells than that on effector CD4^+^ or CD8^+^ T cells in tumor or inflammatory microenvironment^68,69^. AKT, a downstream signal mediator of EGFR or RTKs, is also known to play an essential role in T cell development or activation. The results from our study demonstrate that Lrig1 stimulation in T_reg_ cells induced the degradation of EGFR and reduction of p-AKT. However, EGFR-specific inhibitors reduced the p-AKT level, but the population of p-Smad2/3^+^ or Foxp3^+^ T cells was not increased. Therefore, the reduction of p-AKT by agonistic stimulation of Lrig1 in T_reg_ cells may be likely irrelevant to the Lrig1-mediated functional enhancement of T_reg_ cells. Accordingly, the intracellular signaling pathway for the increase of p-Smad2/3 and Foxp3 by Lrig1 stimulation in T_reg_ cells needs to be further elucidated.

Although this study revealed that the expression and function of Lrig1 are regulated by TGF-β1, we propose that there is a possibility that bone morphogenetic protein (BMP) signaling, one of the TGF-β superfamily members, may also be involved in Lrig1 signaling in T_reg_ cells. The previous report has shown that LRIG proteins, including LRIG1, regulate lipid metabolism via BMP signaling through the phosphorylation of Smad1/5 in mouse embryonic fibroblasts, suggesting LRIG proteins may play an essential role as BMP sensitizers^70^. Furthermore, several studies have found that BMP signaling through BMPR1α controls T_reg_ lineage and stability via Smad1/5/8 phosphorylation^71,72^, and BMPR1α is highly expressed in activated T cells and T_reg_ cells compared to naïve CD4^+^ T cells^72,73^. In addition, TGF-β and BMP signals have a synergistic effect on the induction of iT_reg_ cells even though the TGF-β signaling pathway is a key factor for the development of Foxp3^+^ T_reg_ cells^74^. Thus, we hypothesize that Lrig1 may play a role in the expression of suppressive markers through both TGF-β and BMP signaling to induce the phosphorylation of Smad1/5/8 from BMP and Smad2/3 from TGF-β. The molecular basis for the association of Lrig1 and BMP signaling remains to be elucidated.

The major therapeutic barrier of the mAb specific to the surface protein is the cross-reactivity to the protein on the non-target cells. There were no physiological abnormalities in *Lrig1* knockout mice except minor bone mineral density and coat texture abnormality. Any abnormal immunological features such as splenomegaly or inflammatory CD4^+^ T cell population in lymph nodes and lungs were undetected. It is noteworthy that the fact that *Lrig1*^−/−^ mice did not show any significant physiological abnormality may hold the promise of the minimal cytotoxicity of mAb specific to Lrig1 upon therapeutic application. Also, we repeatedly confirmed Lrig1 mAb 6F01 doesn’t bind to *Lrig1*-null iT_reg_ cells with a similar level of isotype control. In addition, other Lrig family proteins, such as Lrig2 and Lrig3, are rarely expressed in CD4^+^ T cells, including T_reg_ cells, suggesting 6F01 specifically binds to the Lrig1 protein and functions as T_reg_-ness stimulatory mAb. From our preliminary results, 6F01 mAb did not show any abnormality in the single-dose and repeat-dose toxicity test, which is consistent with the results from the *Lrig1* KO mouse. Currently, the humanized form of 6F01 mAb was generated, and its large-scale production in the GMP facility is being scheduled for the GLP toxicity and clinical study.

Although we have tested the isotype specificity and non-toxicity of the anti-Lrig1 monoclonal antibody, there would be possible side effects of the LRIG1 antibody treatment in humans based on the current knowledge of LRIG1 expression and function in other cell types. (1) Previously, Lrig1 has been well known as a tumor suppressor^75–77^. When the T_reg_ cell-stimulating mAb specific to Lrig1 is administered to patients with autoimmune disease, there is a possibility that the antibody binds to LRIG1^+^ cells, such as epithelial or intestinal stem cells in other tissues and may affect the proliferation status of the cells. Also, this Lrig1 mAb may not be beneficial for anti-cancer therapy because the function of T_reg_ cell is an immunological barrier in the tumor microenvironment. (2) Previous report has shown that *LRIG1* gene variants have a risk and association with type 2 diabetes^78^. Because the functional importance of Lrig1 in various metabolic diseases such as type 2 diabetes has been explored very recently, it remains to be seen what therapeutic efficacy of Lrig1 mAb stimulating T_reg_ cell functions would show to the patient with type 2 diabetes. (3) In many previous studies, it has been known that Lrig1 regulates various stem cell quiescence such as epidermal interfollicular stem cells, intestinal stem cells, or neural stem cells^79^. Although this mechanism has not yet been fully elucidated, one possibility is that T_reg_-ness stimulating mAb specific to Lrig1 may enhance the sensitization of BMP signal in stem cells for regulating their quiescence status.

Our study is the first report about the immunological functions of Lrig1 and its therapeutic potential for autoimmune disease using mAb therapy and autologous adoptive T_reg_ cell therapy. The results of our study demonstrate the important immunological findings of Lrig1 in that (1) Lrig1 is a new surface protein important for the immuno-suppressive function of T_reg_ cells as well as Th17 cells, (2) agonistic T_reg_-ness stimulation of Lrig1 by 6F01 mAb or adoptive transfer of Lrig1^+^ CD4^+^ T or T_reg_ cells significantly alleviates the autoimmune symptoms in various autoimmune animal models, (3) intracellular signaling pathway through stimulation of Lrig1 is the induction of Smad2/3 phosphorylation and thereby the increase of *Foxp3* transcription. Therefore, the reagents targeting Lrig1 protein on the surface of the immuno-suppressive T cell population may provide a new therapeutic regime for treating autoimmunity.

## Methods

### Animals

All mice were maintained under specific pathogen-free (SPF) conditions and all procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) in Yonsei University (IACUC-A-202102-1210-03). All mice had a 12 h/12 h day/night cycle and were provided with Rodent diet (JA Bio, South Korea) and a GLP mini mouse house for enrichment. All mice were maintained at 22 ± 2 °C and 50 ± 5% humidity. C57BL/6 J (000664, Jackson Laboratory) and Balb/c (000651, Jackson Laboratory) female mice at 7-8 weeks of age were purchased from Orient Bio (Republic of Korea). Foxp3-IRES-RFP mice (C57BL/6-Foxp3^tm/Flv/J^), Foxp3-IRES-GFP (B6.Cg-FoxP3^tm2Tch/J^) mice, and *Rag1*^−/−^ (B6.129S7-Rag1^tm1Mom^/J) mice were provided by Dr. Rho Hyun Seong at Seoul National University. Also, *Lrig1* heterozygous and knockout (*Lrig1*^tm1a(EUCOMM)Wtsi/N^) mice were generated (strain origin: C57BL/6 N) and characterized as previously described^42^. When used, the *Lrig1*-null mice did not have any abnormalities and were age-sex matched with *Lrig1*^+/−^ mice. (NZB/NZW) F1 (100008, Jackson Laboratory) female mice at the age of 23 weeks were purchased from Central Lab Animal, Inc. (Republic of Korea). Age and sex-matched mice were used for each study and both male and female mice were used at an age of 7–10 weeks. Experimental/control animals were bred separately. Sex was not selected for each experiment. Mice were euthanized by CO_2_ asphyxiation under controlled conditions.

### Cell culture

Jurkat T cells (Clone E6-1, ATCC #TIB-152) were maintained in Roswell Park Memorial Institute 1640 (RPMI 1640, Lonza) with 10% heat-inactivated Fetal Bovine Serum (FBS, GIBCO), 2 mM L-glutamine (Lonza) and 100 units mL^−1^ of streptom and 100 µg mL^−1^ of streptomycin (Lonza). Mouse primary lymphocytes were maintained in RPMI 1640 with 7.5% heat-inactivated FBS, 2 mM L-glutamine, 100 μg ml^−1^ streptom/streptomycin, and 50 μM β-mercaptoethanol (Sigma-Aldrich). Human primary lymphocytes were maintained in X-VIVO TM 15 with 5% human serum (Sigma-Aldrich) and 100 μg ml^−1^ streptom/streptomycin. All cells were cultured in 5% CO_2_ at 37 °C.

### In vitro T cell activation and differentiation of naïve T cells into each T cell subset

Naïve CD4^+^ T cells from lymph nodes or spleen were purified by CD4^+^CD62L^+^ T cell isolation MACS kit (Miltenyi Biotech) over 95% purity. Naïve T cells were activated for 72 h with plate-bound 1 μg ml^−1^ of anti-CD3e and -CD28 antibody (BD Biosciences) in a 96-well flat-bottom plate. For the differentiation to each subset of T helper (Th) cells, the following condition was applied for each Th subset: Th1 cells for IL-12 (10 ng ml^−1^; Peprotech), anti-IL-4 antibody (1 μg ml^−1^; BioLegend), Th2 cells for IL-4 (20 ng ml^−1^; Peprotech), anti-IFNγ antibody (1 μg ml^−1^; BioLegend), Th17 cells for TGF-β1 (1 ng ml^−1^; Peprotech), IL-6 (30 ng ml^−1^; Peprotech), anti-IFNγ and IL-4 antibody (1 μg ml^−1^) and iT_reg_ cells for TGF-β1 (0.5, 1 or 5 ng ml^−1^), and IL-2 (20 ng ml^−1^; Peprotech).

### RNA extraction and qRT-PCR

Mouse naïve CD4^+^ T cells were differentiated into each T cell subsets. Cells were harvested and washed using PBS and then resuspended by Trizol. RNA concentration was quantified by nano-drop. The extracted RNA was considered pure if the absorbance ratio at 260 and 280 nm was between 1.7 and 2.2, and the RIN value was above 9.9. cDNA was synthesized by the SMARTer Pico PCR cDNA synthesis kit (Takara Bio). Quantitative Real-time PCR (qRT-PCR) was performed with Real-time Bioanalyzer (CFX Connect Real-Time PCR Detection System) (Bio-Rad) using SYBR Green (Molecular Probes). The relative *Lrig1* gene expression was calculated by the ΔCT method. The mRNA expression was normalized to *Hprt*. 40 cycles of PCR were performed at 95 °C for 10 seconds, 61 °C for 15 seconds, and 72 °C for 30 seconds. For iT_reg_ cells stimulated with 6F01, 3 days-differentiated iT_reg_ cells were stimulated for 24 h in anti-CD3e antibody (1 μg ml^−1^) and 6F01 (5 μg ml^−1^) coated wells along with anti-CD28 antibody (1 μg ml^−1^). The cells were harvested and washed with PBS and then resuspended by Trizol. The extracted RNA was synthesized to cDNA, and qRT-PCR was performed using SYBR Green by a Real-time Bioanalyzer. 30 cycles of PCR were performed at 95 °C for 10 s, 55 °C for 15 s, and 72 °C for 30 s. The relative *Foxp3* gene expression was calculated using the ΔCT method with the normalization of *GAPDH* and *Hprt* mRNA expression. The primer sequences were used as follows: Lrig1 forward, 5′- CCT CTA TCC AAG CAA CCA TGA CAG-3′ and reverse, 5′- GGG CTT CAG TAG ATA TGG CGT CTT-3′, Hprt forward, 5′- CTG GTG AAA AGG ACC TCT CGA AG-3′ and reverse, 5′- CCA GTT TCA CTA ATG ACA CAA ACG-3′, Foxp3 forward, 5′-CCT GGT TGT GAG AAG GTC TTC G-3′ and reverse, 5′-TGC TCC AGA GAC TGC ACC ACT T-3′, GAPDH forward, 5′-AAA TGG TGA AGG TCG GTG TG-3′ and reverse, 5′-TGA AGG GGT CGT TGA TGG-3′.

### Flow cytometric analysis

The fluorescence-conjugated antibodies to stain surface or intracellular antigens were followed (all antibodies were diluted 1:250 for staining, otherwise the dilution factor was noted).: anti-CD3 (17A2; BioLegend) APC-cy7; anti-CD4 (RM 4-5; Thermo Fisher Scientific) FITC, APC; anti-CD4 (RM4-4; BioLegend) BV421; anti-CD8a (53-6.7; Thermo Fisher Scientific) FITC; anti-CD19 (eBio1D3(1D3), Thermo Fisher Scientific) FITC; anti-Foxp3 (FJK-16s; Thermo Fisher Scientific) FITC, PE, APC; anti-IFNγ (XMG1.2; Thermo Fisher Scientific) FITC, PE, APC; anti-IL-4 (11B11; Thermo Fisher Scientific) PE; anti-IL-17A (eBio17B7; Thermo Fisher Scientific) PE; anti-IL-10 (JES5-16E3; Thermo Fisher Scientific) PE, APC (1:200); anti-CD25 (PC61.5; Thermo Fisher Scientific) FITC, PE; anti-PD-1 (J43; Thermo Fisher Scientific) PE; anti-GITR (DTA-1; Thermo Fisher Scientific) PE; anti-TIGIT (GIGD7; Thermo Fisher Scientific) PE; anti-CTLA-4 (UC10-4B9; Thermo Fisher Scientific) PE; anti-CD62L (MEL-14; Thermo Fisher Scientific) FITC; anti-CD44 (IM7; Thermo Fisher Scientific) PE, PE-cy7; anti-CD45.1 (A20; BD Biosciences) APC-cy7; anti-CD45.2 (104; Thermo Fisher Scientific) FITC; anti-Lrig1 (polyclonal; R&D systems) AF488, PE (1:100); anti-LRIG1 (789211; R&D systems) AF488, PE (1:100); anti-Smad2 (pS465/pS467)/Smad3 (pS423/pS425) (072-670; BD Biosciences) PE (1:100); anti-AKT (C67E7; Cell Signaling Technology); anti-p-AKT1 (Ser473) (SDRNR; Thermo Fisher Scientific) APC; anti-mTOR (7C10; Cell Signaling Technology) (1:400); anti-p-mTOR (Ser2448) (MRRBY; Thermo Fisher Scientific) PE-cy7; anti-FoxO1 (C29H4; Cell Signaling Technology) (1:200); anti-p-FoxO1 (Ser256) (E1F7T; Cell Signaling Technology). For staining of surface molecules, cells were stained with PBS containing relevant antibodies for 30 min at 4 °C. For cell restimulation, an eBioscience cell restimulation cocktail with protein transport inhibitors (Thermo Fisher Scientific) was treated to cells for 6 hr at 37 °C. Intracellular staining was carried out using the Foxp3 transcription factor buffer set (Thermo Fisher Scientific). Stained cells were detected with FACSCalibur, FACSCanto II, LSRFortessa (Becton Dickinson) using BD FACSDiva (v9.0), or Spectral cell analyzer (SA3800; Sony Biotechnology) using SA3800 software (FCS Express Software 6.0) and analyzed by Flowjo software (v10.5.3). For sorting of natural T_reg_ cells, CD4^+^ T cells were purified from the spleen of Foxp3-IRES-RFP or Foxp3-IRES-GFP mice by MACS and sorted by FACSAria II cell sorter using RFP or GFP marker. All antibody information is shown in Supplementary Table 1.

### Isolation and differentiation of human T cells

Blood from human participants was obtained from the LRS chamber by Korean Redcross Blood Services. This study was approved by the Institutional Review Board at the Bioethics Committee of Korean Redcross Blood Services (21-1-Jung-1). Korean Redcross Blood Services did not select donors based on sex or age. They randomly provided the blood from donors and does not provide participant’s information. Sex or gender was not considered in each study because we focused on the LRIG1 expression level in healthy individuals. Peripheral blood mononuclear cells (PBMCs) were isolated from the whole blood of healthy donors by density gradient centrifugation using Ficoll Histopaque (Sigma-Aldrich). Isolated PBMCs were stained by APC-conjugated anti-CD4 antibody and PE-conjugated anti-CD25 antibody (Thermo Fisher Scientific) for 30 min. Naive CD4^+^CD25^−^ T cells were sorted by Sony cell sorter (SH800S; Sony Biotechnology). Purified naïve CD4^+^ T cells were activated by Dynabead human T activator CD3/28 (Thermo Fisher Scientific) and differentiated into each T cell subset using Th cell differentiation conditions; Th1 cells for IL-12 (2.5 ng ml^−1^, Peprotech), anti-IL-4 antibody (2 μg ml^−1^, BioLegend), Th2 cells for IL-4 (12.5 ng ml^−1^, Peprotech), anti-IFNγ antibody (2 μg ml^−1^, BioLegend), Th17 cells for IL-1β (20 ng ml^−1^, Peprotech), IL-6 (30 ng ml^−1^, Peprotech), IL-23 (30 ng ml^−1^, Peprotech), TGF-β1 (2.25 ng ml^−1^, R&D), iT_reg_ cells for TGF-β1 (5 ng ml^−1^, R&D systems), and IL-2 (100 U ml^−1^, Peprotech). After 72 h of differentiation, the cells were washed with PBS and stained with anti-CD4 antibody and anti-LRIG1 antibody (R&D Systems). Stained cells were analyzed with Sony spectral analyzer and Flowjo software.

### Western blot analysis

The expression of LRIG1 protein was measured in human-activated CD4^+^ T cells, iT_reg_ cells with or without Rapamycin, or Everolimus. Naïve CD4^+^ T cells isolated from PBMCs were activated by Dynabeads human T activator CD3/28 with or without TGF-β1 and IL-2 to differentiate into iT_reg_ cells. Under iT_reg_ cell differentiation condition, Rapamycin (100 nM, Calbiochem EMD Millipore) or Everolimus (100 nM, Sigma-Aldrich) was treated additionally to induce FOXP3 expression and iT_reg_ cell expansion. Jurkat T cells and anti-CD3e/28-activated Jurkat T cells were used as a control. After 72 h, the cells were harvested and lysed with RIPA buffer (Thermo Fisher Scientific) with protease inhibitor cocktail tablet (Roche) for 30 min on ice. After the centrifugation, the supernatant was quantified with a BCA protein assay (Thermo Fisher Scientific), and equal amounts of the supernatant were separated on 10% SDS polyacrylamide gels and transferred onto polyvinylidene difluoride (PVDF) transfer membrane (EMD Millipore). The membrane was blocked by 4% Bovine Serum Albumin (Sigma-Aldrich) and incubated with anti-LRIG1 antibody (R&D systems) followed by the manufacturer’s protocol. After washing, anti-mouse IgG-conjugated horseradish peroxidase (Sigma-Aldrich) was bound in a dilution of 1:10,000. Anti-β-actin antibody (Cell Signaling) was used as a control. The signals were visualized by chemiluminescence using WEST-ZOL plus (iNtRON Biotechnology). LRIG1 expression was normalized to the expression of β-actin from the same sample. The expression of EGFR protein was measured in mouse-activated T cells, iT_reg_ cells, and 6F01-stimulated iT_reg_ cells. Mouse naïve T cells were differentiated for 2 or 3 days in wells coated with anti-CD3e antibody (1 μg ml^−1^) and 6F01 (5 or 10 μg ml^−1^) along with anti-CD28 antibody (1 μg ml^−1^) under suboptimal iT_reg_ skewing condition. The cells were harvested and lysed by RIPA buffer (Thermo Fisher Scientific). The lysate was quantified with BCA protein assay, and equal amounts of the proteins were separated on 7.5% SDS polyacrylamide gels and transferred onto a PVDF transfer membrane (EMD Millipore). The membrane was blocked by 4% Bovine Serum Albumin (Sigma-Aldrich) and incubated with an anti-EGFR antibody (Invitrogen) followed by the manufacturer’s protocol. After washing, anti-mouse IgG-conjugated horseradish peroxidase (Abcam) was bound in a dilution of 1: 10,000. Anti-β-actin antibody (Cell Signaling Technology) was used as a control. The signals were visualized by chemiluminescence. Uncropped scans are provided as a Source Data file or at the end of Supplementary Information.

### In vitro suppression assay

For the isolation of T_reg_ cells, CD4^+^Foxp3^+^ cells, CD4^+^Lrig1^+^ cells, CD4^+^Lrig1^−^ cells, CD4^+^Lrig1^+^Foxp3^+^ cells, CD4^+^Lrig1^+^Foxp3^−^ cells, and CD4^+^Foxp3^+^Lrig1^−^ cells from Foxp3-IRES-GFP mice or CD4^+^CD25^+^ cells from *Lrig1* WT or KO mice were isolated by FACSAria II or SH800S cell sorter (Sony Biotechnology). For the isolation of splenic CD4^+^ T cells, CD4^+^CD25^−^CCR6^+^Lrig1^−^ cells, CD4^+^CD25^−^CCR6^+^Lrig1^+^ cells, CD4^+^CD25^+^Lrig1^−^ cells, and CD4^+^CD25^+^Lrig1^+^ cells from C57BL/6 mice were isolated by SH800S cell sorter. In all, 5 × 10^4^ naïve CD4^+^ T cells (effector T cells) were stained with cell proliferation dye eFlour 670 (Thermo Fisher Scientific). Then, T_reg_ cells and stained effector cells with different ratios were mixed in a 96 round-bottom well plate with Bruff media containing RPMI 1640, streptom/streptomycin, 7.5% heat-inactivated FBS, and β-mercaptoethanol. Co-cultured cells were stimulated by the soluble anti-CD3e antibody (BD Biosciences) and mitomycin-C treated-antigen-presenting cells (APCs) for the co-stimulatory signal at 37 °C and 5% CO_2_. After 3 or 4 days of co-culture, the proliferation of effector cells was analyzed by Sony Spectral analyzer or LSRFortessa. For suppression assay using differentiated CD4^+^ T cells, naïve CD4^+^ T cells isolated from C57BL/6 mice were differentiated into each T cell subset in each Th0, Th1, Th17, or iT_reg_-polarized culture condition and were sorted to Lrig1^−^ or Lrig1^+^ cells before mixing with effector cells. And the rest of the experimental procedure was the same as above. For suppression assay using human CD4^+^ T cells, naïve CD4^+^ T cells were isolated from human PBMCs and were differentiated into each T cell subset such as Th0, Th17, and iT_reg_. After 4 days of differentiation, the cells were sorted into LRIG1^−^ or LRIG1^+^ cells, and each cell was co-cultured with cell proliferation dye-stained naïve CD4^+^ T cells. The cells were stimulated by Dynabeads human T activator CD3/28 in a 1:1 ratio with cells for 4 days and were analyzed through Flow cytometry. The suppressive activity was analyzed by Flowjo V10 or Sony SH800S software and calculated by the percentage of proliferating cells gating from division 1 to the final stage of division in cell proliferation dye eFlour 670-stained cells.

### siRNA nucleofection to iT_reg_ cells

Silencer Select siRNAs targeting mouse *Lrig1* (AM16708, 4390771) and negative control (AM4611, AM4613) were purchased from Thermo Fisher Scientific. In all, 1 × 10^6^ cells of iT_reg_ cells per nucleofection reaction were resuspended in Mouse T cells Nucleofector Solution (100 μl per nucleofection) (Lonza) at room temperature. In all, 50, 150 nM of *Lrig1* siRNA (si*Lrig1*) or 150 nM of control siRNA (si*Control*) was combined with 100 μl of the cell suspension and transferred into the nucleocuvettes of the 4D-Nucleofector X unit (Lonza). The Nucleocuvettes were placed into the 4D-Nucleofector X unit and pulsed with the Nucleofector program DN-100. The nucleocuvettes were incubated for 10 min at 37 °C, 5% CO_2,_ and then resuspended with RPMI 1640 medium. After 24 h post nucleofection, siRNA-treated iT_reg_ cells were stained with relevant antibodies to confirm the expression level of markers. The cells were co-cultured with eFlour 670-stained effector T cells for the suppression assay, followed by flow cytometric analysis. To measure the cell proliferation capacity, siRNA-treated iT_reg_ cells were cultured with IL-2 (20 ng ml^−1^) for 72 h. Cell proliferation of each group was quantified with the gate by Flowjo V10.

### ELISA

After the culture of activated total splenocytes, activated CD4^+^ T cells, CD4^+^Foxp3^+^ T cells, CD4^+^Lrig1^−^ T cells, and CD4^+^Lrig1^+^ T cells for 72 h, the supernatants from each sample were collected. And the level of IL-10, an anti-inflammatory cytokine, was measured using a mouse IL-10 ELISA kit (Thermo Fisher Scientific) following the manufacturer’s instruction.

### Isolation and analysis of lymphocytes in lung and skin of *Lrig1* KO mouse

Lung tissue was chopped into small pieces and digested with Collagenase II (300 U ml^−1^, Worthington) and DNase 1 (10 mg ml^−1^, Roche) for 1 h at 37 °C with shaking. A single-cell suspension was obtained by a 40 μm strainer. The cells were treated with RBC lysis buffer (BioLegend) and washed with RPMI media and the cells were incubated with anti-CD4, CD44, or CD62L antibodies. Flow cytometry analysis was performed by LSRFortessa. For hematoxylin and eosin (H&E) staining of lung and skin from mice, the lung and skin tissues were fixed in 10% formalin and were paraffin-embedded. The sections were stained with H&E by the conventional method. Images were visualized by a Hamamatsu slide scanner and analyzed with NanoZommer software (Hamamatsu).

### T cell transfer colitis model

To induce a colitis model, 5 × 10^5^ FACS-sorted CD4^+^CD25^−^CD45RB^high^ cells from CD45.1 mouse were injected into *Rag1*^−/−^ mice intravenously with or without 2 × 10^5^ CD4^+^GFP^+^ T_reg_ cells from Foxp3-IRES-GFP mice or 2 × 10^5^ CD4^+^Lrig1^+/−^ cells from C57BL/6 mice. Mice were monitored weekly for weight loss and clinical signs and then sacrificed. The colons were fixed with 10% formalin and 4% formaldehyde, and then Paraffin-embedded sections were stained with H&E. Also, the spleen was removed to deduce the severity of inflammation by comparing the size. The colon was cut into 1 cm^−2^ size and incubated with RPMI 1640 containing EDTA. Cut colon tissue was dissociated with collagenase buffer. Lymphocytes in the colon were isolated by Percoll (Sigma-Aldrich)-gradient centrifugation. The isolated lymphocytes were re-stimulated in RPMI 1640 media with 10% heat-inactivated FBS, PMA 10 ng ml^−1^, Ionomycin 500 ng ml^−1^, and brefeldin A (Sigma-Aldrich). Re-stimulated lymphocytes were stained with the anti-Foxp3-APC antibody. Stained samples were analyzed by FACS Canto II (Becton Dickinson). Blood serum was collected at the sacrifice point, and the level of pro-inflammatory cytokines (IL-1β, TNFα) was measured by each ELISA kit (Thermo Fisher Scientific). For *Lrig1*^−/−^ or *Lrig1*^+/−^ iT_reg_ cell transfer, 2 × 10^5^ *Lrig1*^−/−^ or *Lrig1*^+/−^ iT_reg_ cells were injected into CD4^+^CD25^−^CD45RB^high^ transferred *Rag1*^−/−^ mice. The weight of the mice was measured weekly. After sacrificed, the colons were fixed with 10% formalin and 4% formaldehyde, and then Paraffin-embedded sections were stained with H&E. Lymphocytes in the lymph node and colon were isolated and stained with anti-Foxp3 antibody-APC or anti-IFNγ antibody-PE and were analyzed by Spectral cell analyzer (SA3800; Sony Biotechnology).

### RNA sequencing analysis

CD4^+^Lrig1^+/−^ T cells were isolated from the spleen of 7 weeks of age female C57BL/6 mice. Total RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN) and subjected to library construction and 2 × 50 paired-end sequencing on a NovaSeq 6000 (Illumina) at the Macrogen (Republic of Korea). The quality of sequencing reads was checked through FastQC (v0.11.7) and the reads were trimmed through Trimmomatic (v0.38), mapped through HISAT2 (v2.1.0), and were assembled through StringTie (v2.1.3b). Differentially expressed genes (DEGs) were determined by EdgeR (v3.14.0). Pathway analyses and upstream regulator analyses were performed using Ingenuity Pathway Analysis (Qiagen). For the analysis of DEGs, pathway and process enrichment analysis, including GO Biological Processes, KEGG Pathway, Reactome Gene Sets, CORUM, WikiPathways and PANTHER Pathway, or PaGenBase^80^/ TRRUST-based enrichment analysis was performed using Metascape^81^ which is a user-friendly and web-based analysis tool. Heatmaps of the Top 20 DEGs or T_reg_ cell marker genes were visualized by Heatmapper.

### Lupus nephritis model

Female (NZB/NZW) F1 mice at 21 weeks of age were purchased and maintained in a specific pathogen-free barrier facility. In all, 7 mice were assigned to each group. Adoptive transfer of 10^6^ cells/mouse was proceeded by intravenous injection at 25 and 27 weeks. Untreated mice were intraperitoneally treated with Phosphate-buffered saline (PBS), and methylprednisolone (140 μg/mouse) was intraperitoneally injected at the same schedule. Proteinuria in urine collected from each mouse was detected with albumin reagent strips (Yongdong Pharmaceutical Co.). Proteinuria was quantified: 0, none or trace; 1+, ≤100 mg/dL; 2+, ≤300 mg/dL; 3+, ≤1000 mg/dL; and 4+, >1000 mg/dL.

### Development of Lrig1-targeting antibody 6F01

Anti-Lrig1 monoclonal antibodies were generated using the antibody phage display and the panning method using mouse *Lrig1* gene transfected-L cell as an antigen. After validating the antibody with high binding affinity among the generated anti-Lrig1 monoclonal antibodies through flow cytometric analysis, affinity maturation was performed through light-chain shuffling using the mouse Lrig1-ectodomain. Finally, 6F01 with high binding affinity to both mouse and human Lrig1 was selected through ELISA and FACS analysis. The cDNA clone of 6F01 was transfected into HEK293-F cells, and the 6F01 mAb was purified by Y-Biologics (South Korea). All unique materials used in this study are only available under a Material Transfer Agreement with the authors.

### Investigation of the function of 6F01 in iT_reg_ cells using the phospho-flow assay

 Mouse naive CD4^+^ T cells (2 × 10^5^ cells/well) were differentiated under suboptimal iT_reg_-skewing condition (TGF-β1 0.5 ng ml^−1^ and IL-2 20 ng ml^−1^) in each 96 flat-bottom well coated with 5 μg ml^−1^ of mouse IgG isotype control (Invitrogen), 5 μg ml^−1^ or 10 μg ml^−1^ of 6F01 along with 1 μg ml^−1^ of anti-CD3e antibody. In all, 1 μg ml^−1^ of anti-CD28 antibody was added into the culture medium. After 2 or 3 days of differentiation, the cells were harvested and were fixed/permeabilized using FIX & PERM™ Cell Permeabilization Kit (Thermo Fisher Scientific). The fixed cells were stained with anti-CD4-BV421 or APC, anti-Foxp3-FITC or APC, anti-p-Smad2/3-PE, anti-AKT antibody (Cell Signaling Technology), anti-p-AKT-APC, anti-mTOR antibody (Cell Signaling Technology), anti-p-mTOR-PE-cy7, anti-FoxO1 antibody (Cell Signaling Technology), and anti-p-FoxO1 antibody (Cell Signaling Technology). Anti-Rabbit IgG-PE secondary antibody (Invitrogen) was used for unconjugated antibodies. The stained cells were measured by Flow cytometry. iT_reg_ cells differentiated under optimal iT_reg_-skewing condition (TGF-β1 5 ng ml^−1^ and IL-2 20 ng ml^−1^) were used as a positive control.

### Short-term kinetics of p-AKT and EGFR degradation by 6F01 treatment

To analyze the shorter kinetics of p-AKT and EGFR, 3 days differentiated iT_reg_ cells were transferred into isotype IgG (5 μg ml^−1^) or 6F01 (5 μg ml^−1^) coated wells and were spun down for receiving signals from mAbs. The cells were cultured for the indicated times and were harvested. To examine the level of p-AKT, the cells were fixed/permeabilized using FIX & PERM™ Cell Permeabilization Kit (Thermo Fisher Scientific). The fixed cells were stained with anti-p-AKT-APC and were analyzed by Flow cytometry. To examine the level of EGFR, the cells were lysed with RIPA buffer (Thermo Fisher Scientific). Lysates were quantified with a BCA protein assay (Thermo Fisher Scientific), and equal amounts of the proteins were separated on 7.5% SDS polyacrylamide gels and transferred onto a PVDF transfer membrane (EMD Millipore). The membrane was blocked by 4% Bovine Serum Albumin (Sigma-Aldrich) and incubated with an anti-EGFR antibody (Invitrogen) followed by the manufacturer’s protocol. After washing, anti-mouse IgG-conjugated horseradish peroxidase (Abcam) was bound in a dilution of 1: 10,000. Anti-β-actin antibody (Cell Signaling Technology) was used as a control. The signals were visualized by chemiluminescence.

### Smad3 inhibitor assay

Mouse naïve CD4^+^ T cells were differentiated under the suboptimal iT_reg_-skewing condition in mouse isotype control IgG or 6F01 (5 μg ml^−1^) coated wells. After 24 h differentiation, 1 or 5 μM of Smad3 inhibitor (SIS3) (Sigma-Aldrich) was added to the culture medium, and cells were cultured for an additional 24 h. The cells were harvested and stained with anti-CD4 antibody-BV421 and anti-Foxp3 antibody-APC and were analyzed by Flow cytometry.

### EGFR inhibitor assay

To investigate the function of EGFR inhibitor in iT_reg_ cells, mouse CD4^+^ naïve T cells were differentiated under sub-optimal iT_reg_-skewing conditions. After 24 h of differentiation, each EGFR inhibitor Gefitinib (Cayman Chemical) or Erlotinib (Sigma-Aldrich) was treated to the cells dose-dependently. After an additional 24 h of incubation, the cells were harvested and fixed/permeabilized. The cells were stained with anti-p-AKT (Ser473)-APC, anti-p-Smad2/3-PE, and anti-Foxp3-APC antibodies, and the stained cells were analyzed through flow cytometry.

### EAE Induction and assessment

Female C57BL/6 mice were purchased, and all experiments in the EAE animal model were approved by the IACUC of Yonsei Laboratory Animal Research Center (IACUC-202006-1080-02). In all, 10-weeks-old female mice (*n* = 6 or 8/group) were immunized with the emulsion of 200 μg MOG_35-55_ (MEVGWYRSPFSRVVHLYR-NGK) and Complete Freund’s Adjuvant by subcutaneous injection, followed by intraperitoneal injection of 200 ng pertussis toxin (PTX) as following the manufacturer’s instructions (Hooke Laboratories). After 24 h, the same amount of PTX was intraperitoneally injected again. Clinical score was daily evaluated on a scale 0 to 5 (0: normal, 1: weakness of tail, 2: limp tail and weakness of hind legs, 3: complete paralysis of hind legs, 4: partial front leg paralysis, 5: dead).

### Isolation and analysis of the lymph node or spinal cord-infiltrating lymphocytes

To isolate lymphocytes from the spinal cord, EAE-induced mice were perfused with PBS. Then, the spinal cords were excised and ground, followed by digested in 1 mg ml^−1^ Collagenase D (Roche) and 50 μg ml^−1^ DNase I (Roche) solution. The digested spinal cords were filtered with cell strainers, and lymphocytes were isolated by 40%/60%/90% Percoll (Cytiva) density gradient centrifugation. The isolated cells from the lymph node or spinal cord were stained with anti-CD4-BV421, anti-Lrig1-PE, anti-Foxp3-APC, anti-IL-17A-APC, and anti-IFNγ-PE antibodies and analyzed by Flow cytometry.

### Histologic studies of the EAE model

On day 27 or 30 of post-immunization, the spinal cords from EAE mice were fixed in 4% paraformaldehyde (PFA) for 24 h, paraffin-embedded, and sectioned. The slices were stained with either Hematoxylin & Eosin to analyze cell infiltration or Luxol Fast Blue (LFB) to evaluate demyelination. An optical microscope observed these stained samples.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. All mice were randomly assigned to each experimental groups in each mouse model. All the clinical assessment experiments were conducted with a blind group allocation during data collection and analysis. As indicated in the figure legends, all quantitative data are presented with biologically independent experiments or samples. All data are presented as a mean ± the standard error of the mean (S.E.M). Data were analyzed by GraphPad Prism 9. Statistical analysis was determined with an unpaired Student’s *t* test, one-way ANOVA with Tukey’s multiple comparison test or Dunnett’s multiple comparison test, or two-way ANOVA with Šídák’s multiple comparisons test, Tukey’s multiple comparison test or Dunnett’s multiple comparison test. *P < 0.05, **P < 0.01 and ***P < 0.001 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting summary

### Source data

Source Data

## Data Availability

The mRNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE236988. Source data are provided with this paper.

# Supplementary material for: Lrig1-expression confers suppressive function to CD4+ cells and is essential for averting autoimmunity via the Smad2/3/Foxp3 axis
**Source:** Nat Commun. 2023 Sep 4;14:5382. doi: 10.1038/s41467-023-40986-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

## **Lrig1-expression confers suppressive function to CD4<sup>+</sup> cells and is essential for averting autoimmunity via the Smad2/3/Foxp3 axis**

**Authors:** Jae-Seung Moon<sup>#1,8</sup>, Chun-Chang Ho<sup>#1,2</sup>, Jong-Hyun Park<sup>3</sup>, Kyungsoo Park<sup>4</sup>, Bo-Young Shin<sup>1,2</sup>, Su-Hyeon Lee<sup>1</sup>, Ines Sequeira<sup>5</sup>, Chin Hee Mun<sup>6</sup>, Jin-Su Shin<sup>1,2</sup>, Jung-Ho Kim<sup>2</sup>, Beom Seok Kim<sup>2</sup>, Jin-Wook Noh<sup>2</sup>, Eui-Seon Lee<sup>2</sup>, Ji Young Son<sup>2</sup>, Yuna Kim<sup>1</sup>, Yeji lee<sup>2</sup>, Hee Cho<sup>1</sup>, SunHyeon So<sup>2</sup>, Jiyeon Park<sup>1</sup>, Eunsu Choi<sup>2</sup>, Jong-Won Oh<sup>1</sup>, Sang-Won Lee<sup>6</sup>, Tomohiro Morio<sup>7</sup>, Fiona M. Watt<sup>5</sup>, Rho Hyun Seong<sup>4</sup>, Sang-Kyou Lee<sup>1,2,\*</sup>

<sup>#</sup>These authors equally contributed.

## Supplementary Figures

**a**

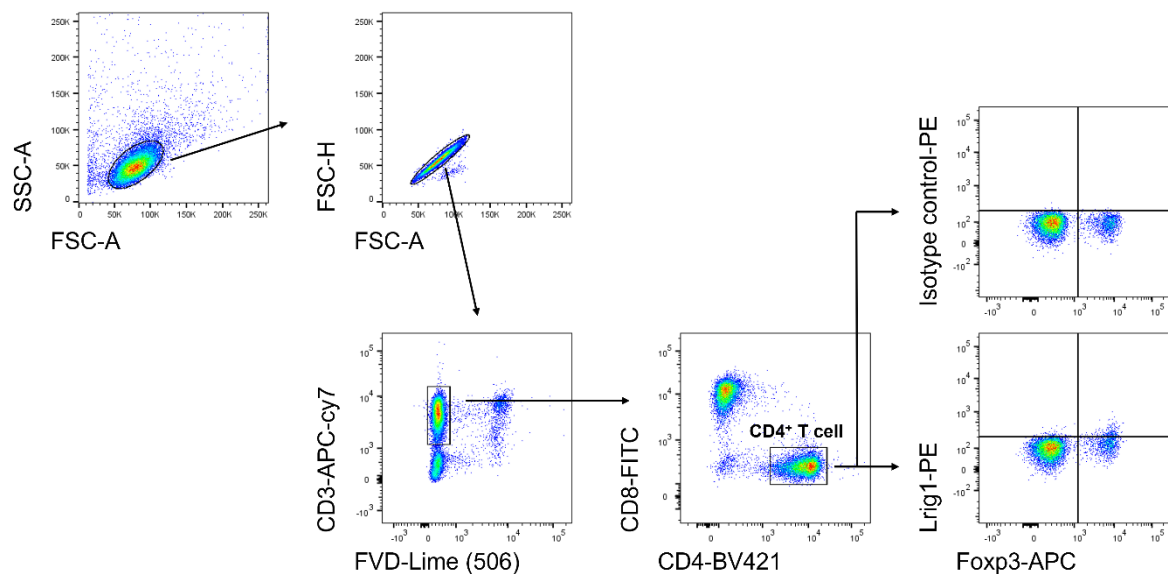

**b**

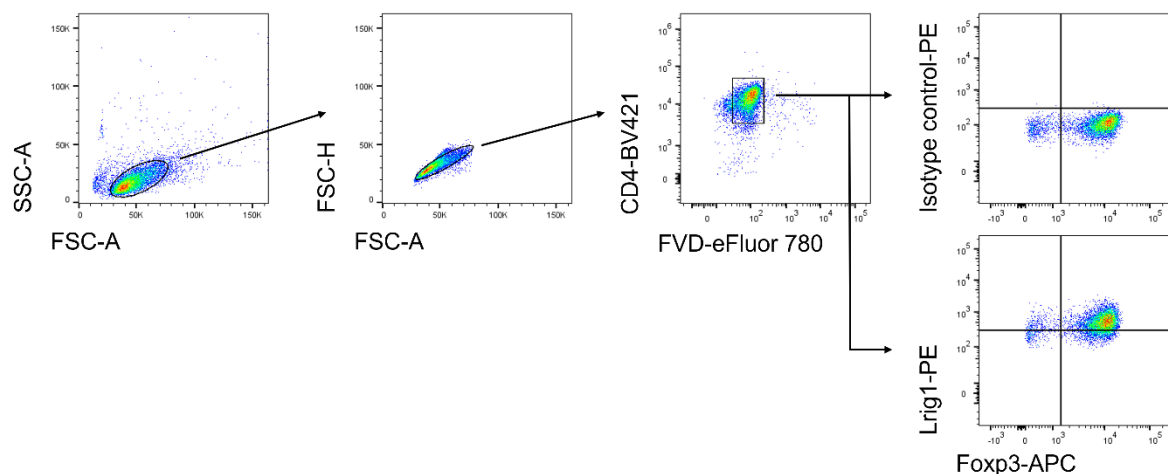

**Supplementary Fig. 1: Gating strategy used for FACS analysis. a** Gating strategy to analyze lymphocytes from spleen, lymph node, thymus, or spinal cord. The population of Lrig1<sup>+</sup>Foxp3<sup>+</sup> cells were analyzed in CD4<sup>+</sup> T cells (presented on Fig. 1e, Fig. 6c). **b** Gating strategy to analyze *in vitro* differentiated iT<sub>reg</sub> cells. iT<sub>reg</sub> cells were differentiated from isolated CD4<sup>+</sup> naïve T cells. The population of Lrig1<sup>+</sup> cells or Foxp3<sup>+</sup> cells were analyzed (presented on Fig. 1b-d, Fig. 5a, c).

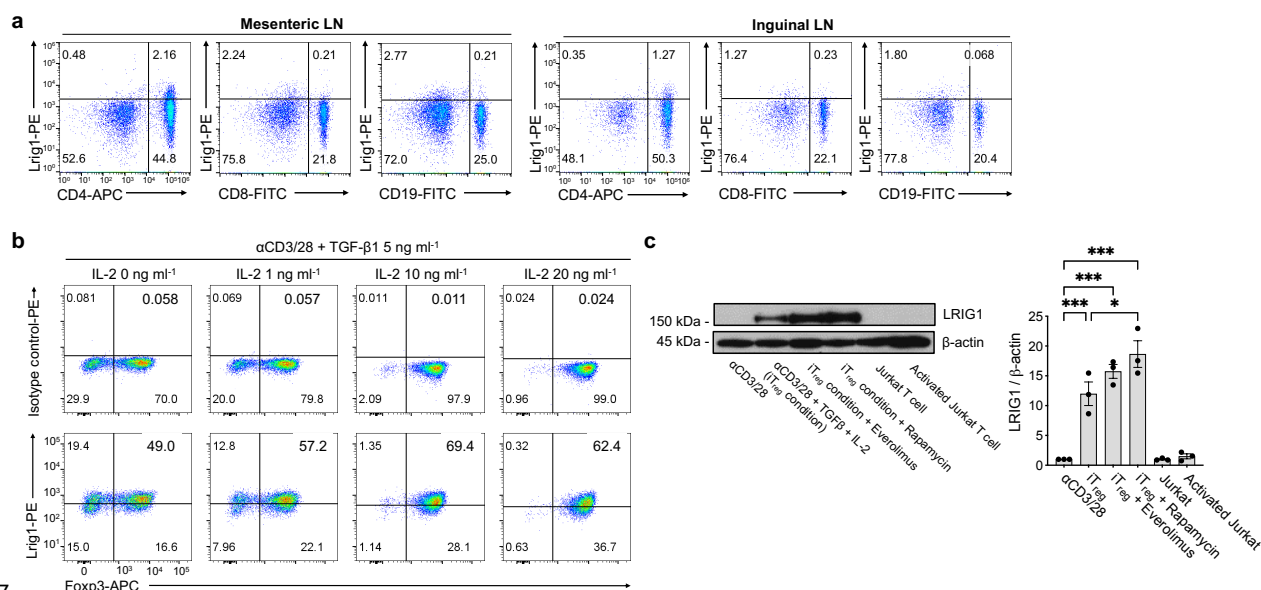

**Supplementary Fig. 2: The Lrig1 expressing cells among CD4<sup>+</sup>, CD8<sup>+</sup> or CD19<sup>+</sup> mouse immune cells or human T cells.** **a** The level of Lrig1<sup>+</sup> cells in immune cells (CD4<sup>+</sup>, CD8<sup>+</sup> T cells, or CD19<sup>+</sup> B cells) from mesenteric or inguinal lymph node in the mouse. **b** The change of Lrig1 expression on CD4<sup>+</sup>Foxp3<sup>+</sup> T cells differentiated from naïve T cells with different IL-2 concentrations compared to isotype control. **c** The level of human LRIG1 protein in activated human T cells, human iT<sub>reg</sub> cells, human iT<sub>reg</sub> cells cultured with either Everolimus or Rapamycin, Jurkat T cells, or activated Jurkat T cells was examined by western blot using anti-human LRIG1 antibody, and  $\beta$ -actin was used as the protein amount control. Relative expression of LRIG1 based on  $\beta$ -actin expression was quantified by Image J software (n=3). Data are expressed as mean  $\pm$  S.E.M (\*P = 0.03, \*\*\*P < 0.001). Ordinary one-way ANOVA with Tukey's multiple comparisons test (c). Source data are provided as a Source Data file and at the end of Supplementary Information.

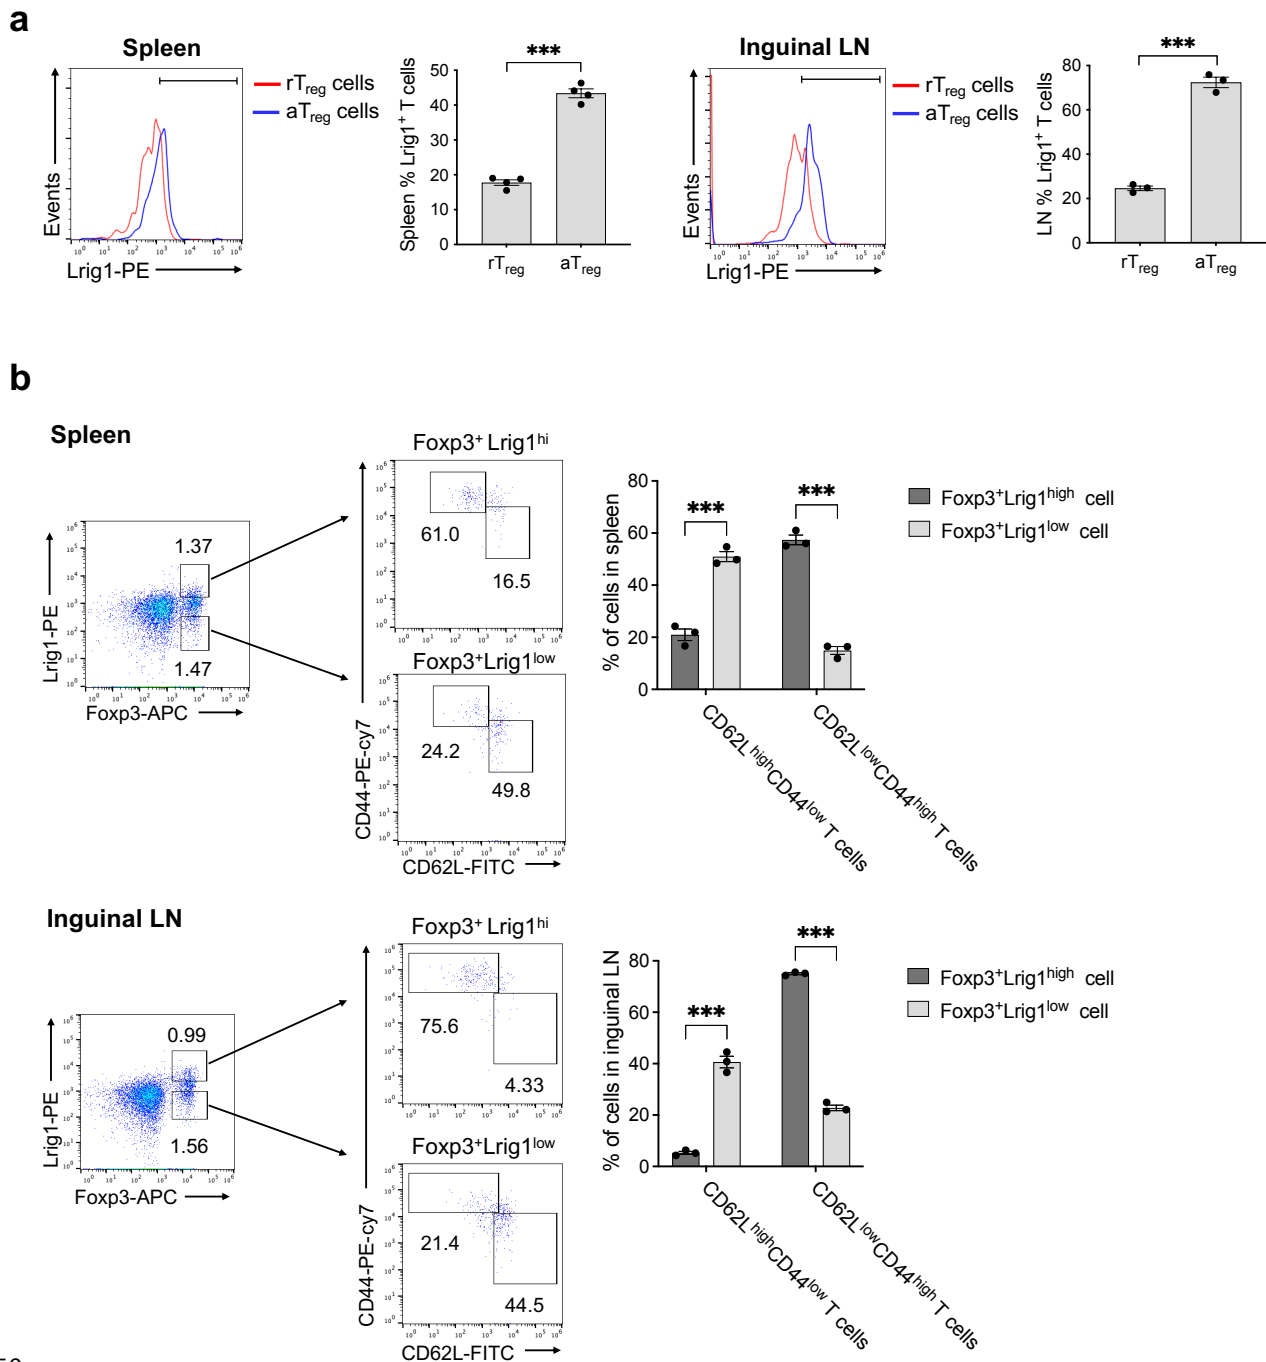

50

51 **Supplementary Fig. 3: Higher expression of Lrig1 is detected on the surface of activated**  
 52 **T<sub>reg</sub> cells (aT<sub>reg</sub>) than resting T<sub>reg</sub> cells (rT<sub>reg</sub>).** **a** The level of Lrig1 expressing cells among  
 53 aT<sub>reg</sub> (CD62L<sup>+</sup>CD44<sup>+</sup>), or rT<sub>reg</sub> (CD62L<sup>+</sup>CD44<sup>+</sup>) cells in CD4<sup>+</sup>Foxp3<sup>+</sup> T cells purified from  
 54 spleen (n=4) or inguinal LN (n=3) of Foxp3-IRES-GFP mice. Data are expressed as  
 55 mean ± S.E.M (\*\*\*P < 0.0001). **b** CD4<sup>+</sup> T cells from the spleen or inguinal LN were separated  
 56 into Foxp3<sup>+</sup>Lrig1<sup>hi</sup> or Foxp3<sup>+</sup>Lrig1<sup>low</sup> T cells, and the level of CD44 and CD62L expression

57 was analyzed (n=3 for each group). Data are expressed as mean  $\pm$  S.E.M (\*\*P < 0.0001). Data  
58 are representative of at least three independent experiments. Statistical significance is  
59 determined by two-tailed unpaired t-test (**a**) or two-way ANOVA with Šídák's multiple  
60 comparisons test (**b**). Source data are provided as a Source Data file.

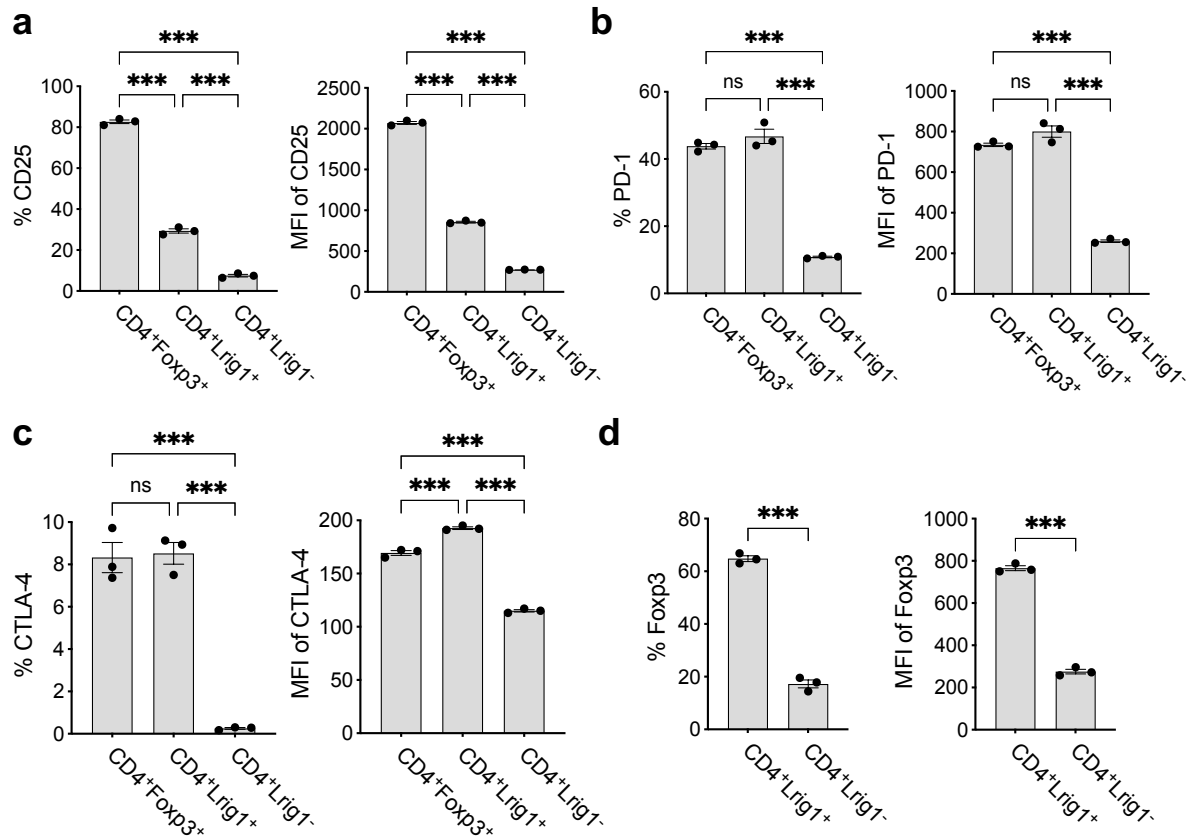

**Supplementary Fig. 4: CD4<sup>+</sup>Lrig1<sup>+</sup> T cells highly express suppressive markers to regulate effector T cell proliferation compared to CD4<sup>+</sup>Lrig1<sup>-</sup> T cells.** **a-d** The percentage (*left*) or MFI (*right*) of the expression level of CD25, PD-1, CTLA-4, or Foxp3 in CD4<sup>+</sup>Foxp3<sup>+</sup>, CD4<sup>+</sup>Lrig1<sup>+</sup>, or CD4<sup>+</sup>Lrig1<sup>-</sup> T cells during the suppression assay co-cultured with effector CD4<sup>+</sup> T cells (n=3 for each group). Data are expressed as mean  $\pm$  S.E.M (in **a-d**, \*\*\*P < 0.001). Ordinary one-way ANOVA with Tukey's multiple comparisons test (**a-c**) and two-tailed unpaired t-test (**d**). Source data are provided as a Source Data file.

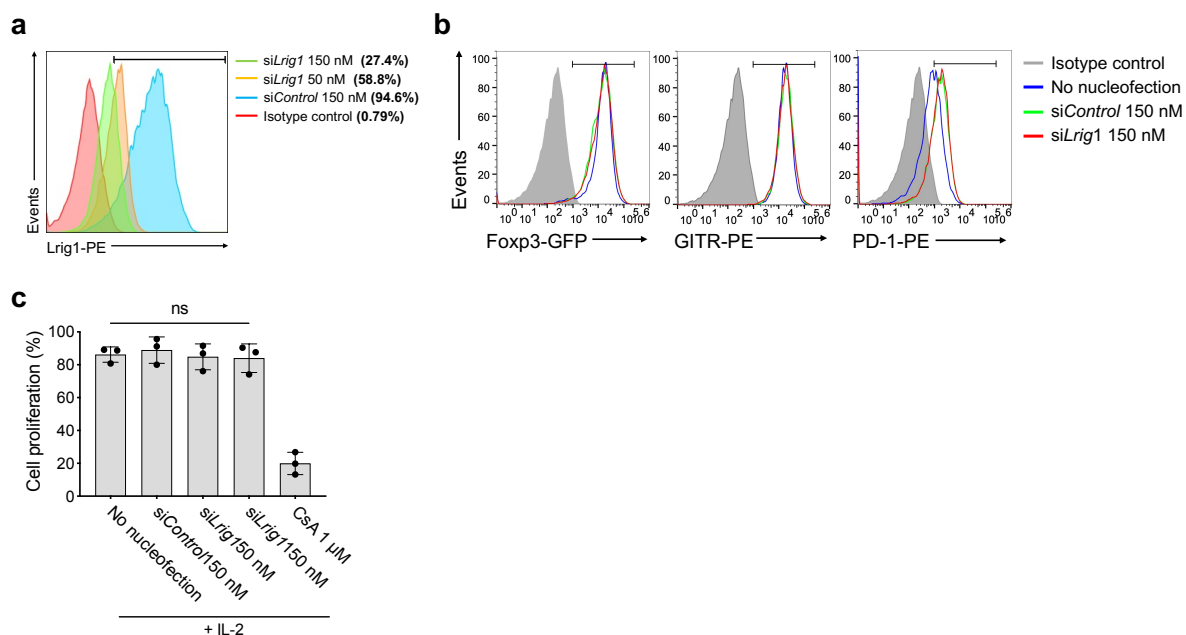

**Supplementary Fig. 5: The reduced expression of Lrig1 on T<sub>reg</sub> cells does not influence the expression of other T<sub>reg</sub> markers and T<sub>reg</sub> cell proliferation.** **a** Representative histogram showing the level of Lrig1 expression on the cell surface of iT<sub>reg</sub> cells knocked down by 50 nM or 150 nM of siRNA targeting *Lrig1* (siLrig1) or 150 nM of scrambled sequences (siControl). **b** Expression of Foxp3, GITR, or PD-1 on siLrig1- or siControl-nucleofected iT<sub>reg</sub> cells. **c** siRNA-nucleofected naïve CD4<sup>+</sup> T cells were labeled with cell proliferation eFlour670 dye and induced to differentiate into iT<sub>reg</sub> cells (n=3). iT<sub>reg</sub> cells were incubated with IL-2 for another 48 h to measure the level of iT<sub>reg</sub> cell proliferation. Cyclosporin A (CsA) was used as a positive control. Data are expressed as mean ± S.E.M. ns, not significant. Ordinary one-way ANOVA with Tukey's multiple comparisons test (**c**). Data are representative of three independent experiments. Source data are provided as a Source Data file.

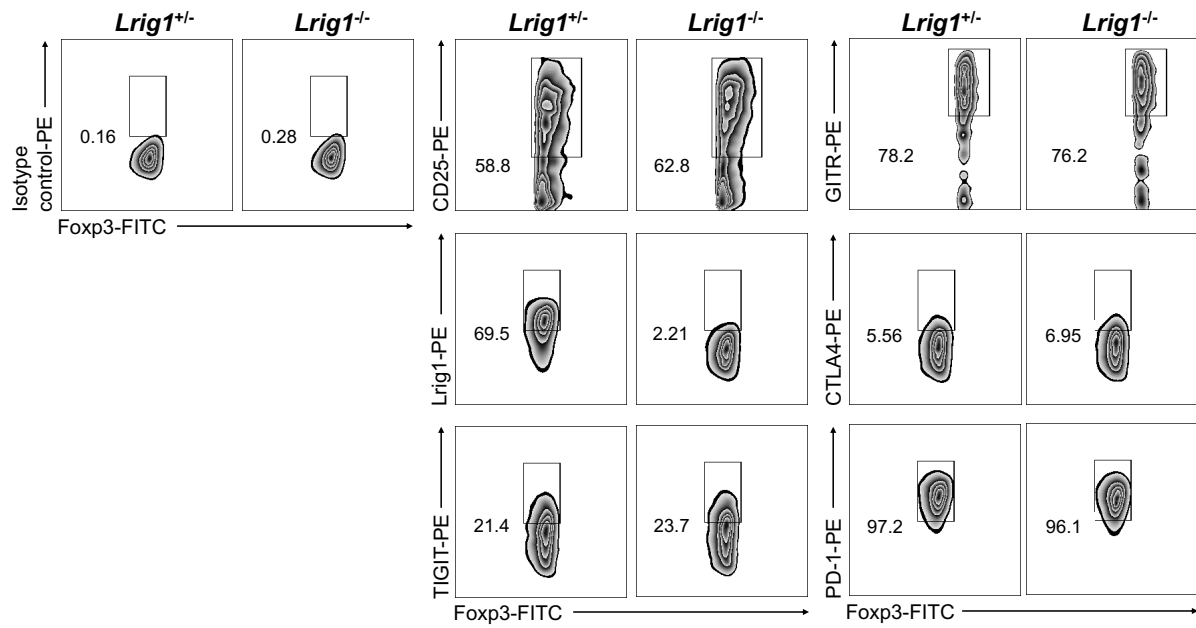

**Supplementary Fig. 6: The expression of the suppressive markers on T<sub>reg</sub> cells is not altered in *Lrig1*-deficient mice.** The level of CD25, GITR, Lrig1, CTLA-4, TIGIT, or PD-1 in Foxp3<sup>+</sup> iT<sub>reg</sub> cells differentiated from naïve CD4<sup>+</sup> T cells in *Lrig1*<sup>+/-</sup> or *Lrig1*<sup>-/-</sup> mice. Data are representative of three independent experiments.

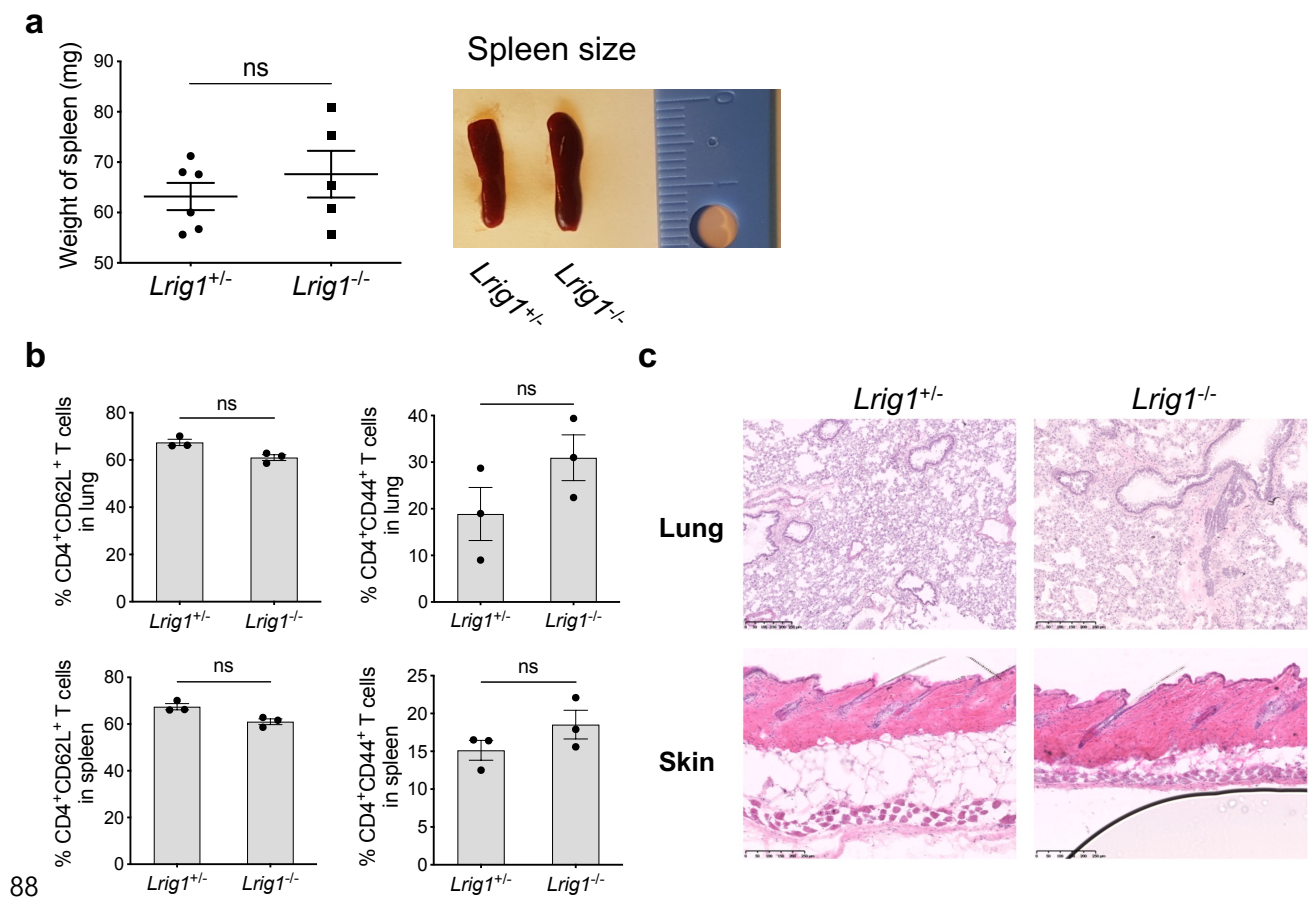

**Supplementary Fig. 7: Abnormal T cell subset composition changes and excessive inflammation are not observed in *Lrig1* null mice.** **a** Body weight and the size of the spleen from *Lrig1*<sup>+/-</sup> or *Lrig1*<sup>-/-</sup> mice were compared (*Lrig1*<sup>+/-</sup> mice; n=6, *Lrig1*<sup>-/-</sup> mice; n=5). **b** Lung-resident or splenic lymphocytes were prepared from *Lrig1*<sup>+/-</sup> or *Lrig1*<sup>-/-</sup> mice (n=3 for each group), and the level of CD4<sup>+</sup>CD62L<sup>+</sup> or CD4<sup>+</sup>CD44<sup>+</sup> T cells was examined. **c** Representative images of hematoxylin and eosin (H&E) staining in lung and skin tissue from *Lrig1*<sup>+/-</sup> or *Lrig1*<sup>-/-</sup> mice. The scale bar indicates 200  $\mu$ m. Error bars represent the mean  $\pm$  S.E.M. ns not statistically significant. Statistical significance was determined by two-tailed unpaired student's t-test (**a**, **b**). Three independent experiments were merged. Source data are provided as a Source Data file.

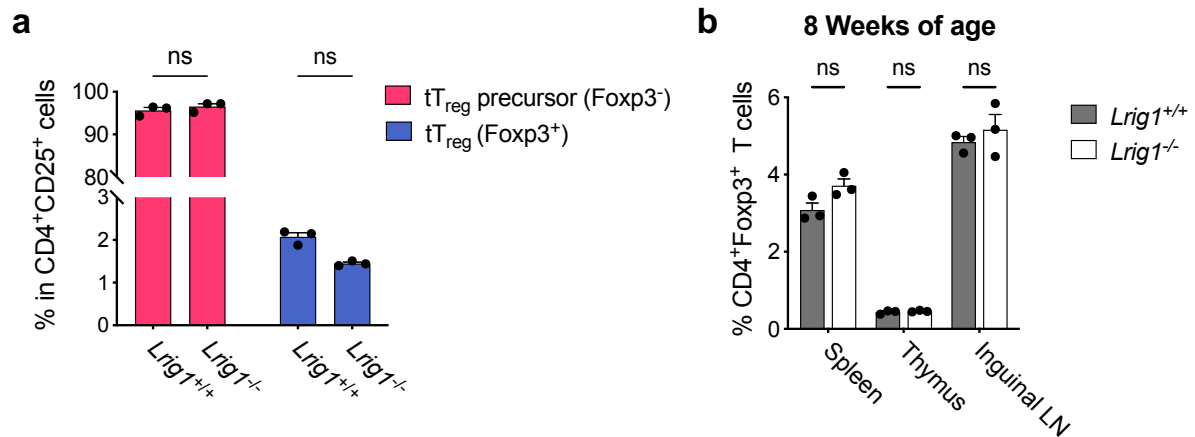

99

100 **Supplementary Fig. 8: *Lrig1* deficiency did not alter tT<sub>reg</sub> development in the thymus and**  
 101 **the proportion of CD4<sup>+</sup>Foxp3<sup>+</sup> T cells in the spleen, thymus, and lymph node. a** Proportion  
 102 of thymic T<sub>reg</sub> (tT<sub>reg</sub>) precursor (CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>-</sup> cells) and tT<sub>reg</sub> (CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup> cells)  
 103 cells in thymic lymphocytes from *Lrig1*<sup>+/+</sup> or *Lrig1*<sup>-/-</sup> mouse (n=3). **b** Proportion of  
 104 CD4<sup>+</sup>Foxp3<sup>+</sup> T cells in spleen, thymus, or inguinal LN from *Lrig1*<sup>+/+</sup> or *Lrig1*<sup>-/-</sup> mouse (n=3).  
 105 Error bars represent the mean ± S.E.M. ns not significant. Statistical significance was  
 106 determined by two-way ANOVA with Tukey's (a) or two-way ANOVA with Šidák's (b)  
 107 multiple comparisons test. Source data are provided as a Source Data file.

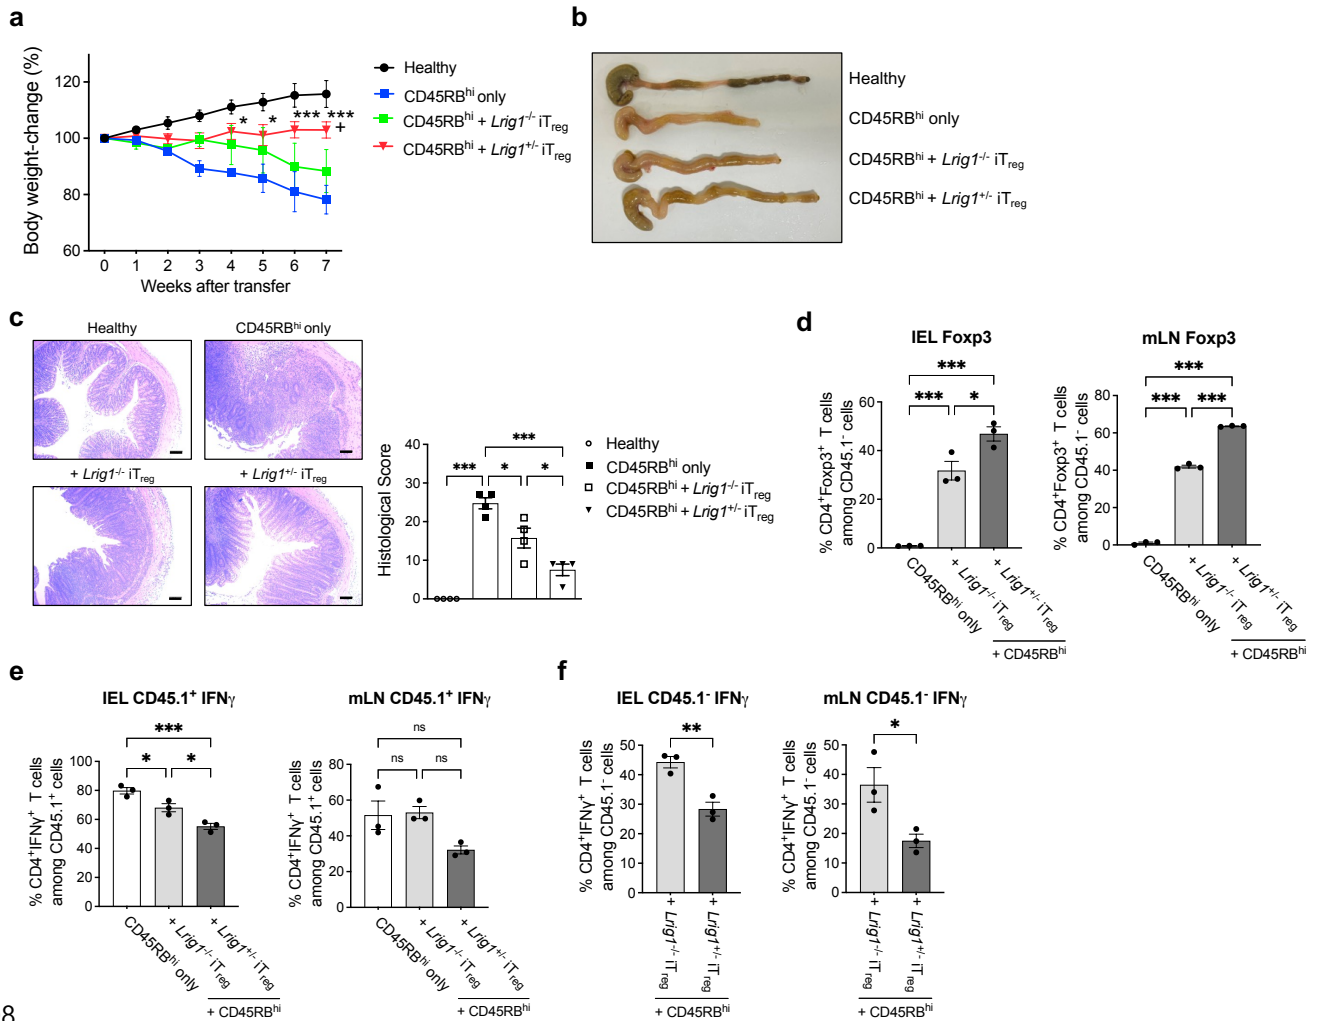

**Supplementary Fig. 9: *Lrig1*-expressing iT<sub>reg</sub> cells show a significant suppressive function *in vivo* by alleviating the inflammatory responses in IBD mice compared to *Lrig1*-deficient iT<sub>reg</sub> cells.** **a** Body weight change of normal C56BL/6 (n=4) or *Rag1*-knockout mice transferred with CD45.1<sup>+</sup>CD4<sup>+</sup>CD45RB<sup>high</sup> T cell only (n=4), or together with iT<sub>reg</sub> cells from *Lrig1*<sup>+/-</sup> (n=4) or *Lrig1*<sup>-/-</sup> (n=4) mice. Data are expressed as mean  $\pm$  S.E.M (week 4 \*P = 0.0454; week 5 \*P = 0.0324; week 6 \*\*\*P = 0.0008; week 7 +P = 0.0463, \*\*\*P = 0.0001). \* symbol shows versus CD45RB<sup>hi</sup> only group and + symbol shows versus CD45RB<sup>hi</sup> + *Lrig1*<sup>-/-</sup> iT<sub>reg</sub> cells. **b** Representative image of macroscopic changes in the colon from each recipient group. **c** Representative images of hematoxylin and eosin (H&E) staining (left) and the combined histopathological clinical scores (right) of large intestines (n=4). Scale bar indicates 10  $\mu$ m. Data are expressed as mean  $\pm$  S.E.M (\*P = 0.01 CD45RB<sup>hi</sup> only vs + *Lrig1*<sup>-/-</sup> iT<sub>reg</sub>, \*P = 0.02 + *Lrig1*<sup>-/-</sup> iT<sub>reg</sub> vs + *Lrig1*<sup>+/-</sup> iT<sub>reg</sub>, \*\*\*P < 0.001). **d** The level of CD4<sup>+</sup>Foxp3<sup>+</sup> cells among CD45.1<sup>+</sup> cells in the re-stimulated lymphocytes from the colonic lamina propria (intraepithelial lymphocytes, IEL), or mesenteric lymph node (mLN) of each recipient group (n=3). Data are

expressed as mean  $\pm$  S.E.M (\*P = 0.02, \*\*\*P < 0.001). **e, f** Quantification of CD4<sup>+</sup>IFN $\gamma$ <sup>+</sup> T cells in IEL or mLN from CD45.1<sup>+</sup> (**e**) (n=3) or CD45.1<sup>-</sup> (**f**) (n=3) cells. Data are expressed as mean  $\pm$  S.E.M (in **e**, \*P = 0.03 CD45RB<sup>hi</sup> only vs + *Lrig1*<sup>-/-</sup> iT<sub>reg</sub>, \*P = 0.02 + *Lrig1*<sup>-/-</sup> iT<sub>reg</sub> vs + *Lrig1*<sup>+/-</sup> iT<sub>reg</sub>, \*\*\*P < 0.001) (in **f**, \*P = 0.04, \*\*P = 0.006). ns, not significant. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test (**a**), one-way ANOVA with Tukey's multiple comparisons test (**c-e**), and two-tailed unpaired t-test (**f**). Source data are provided as a Source Data file.

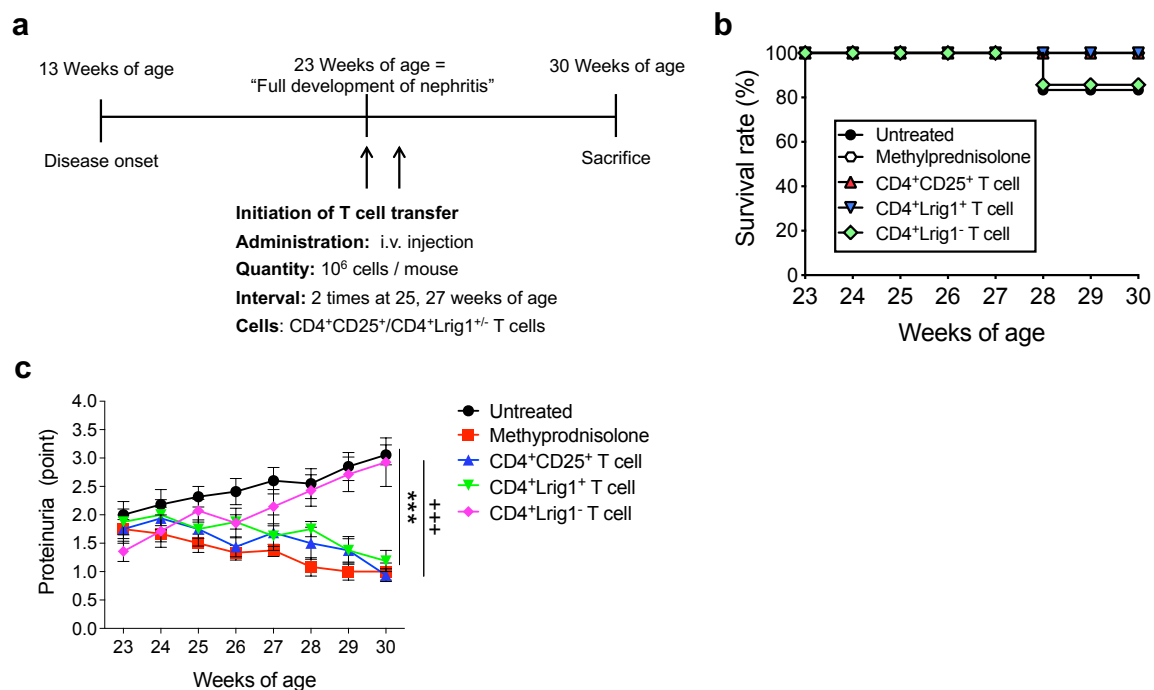

**Supplementary Fig. 10: Adoptive transfer of  $CD4^+Lrig1^+$  T cells into lupus-prone mice alleviates the autoimmune lupus phenotypes.** **a** Scheme of the treatment with PBS (Untreated) (n=11) or methylprednisolone (140  $\mu$ g/mouse) (n=12), of adoptive transfer of  $CD4^+CD25^+$  T cells ( $10^6$  cells/mouse) (n=8),  $CD4^+Lrig1^+$  T cells ( $10^6$  cells/mouse) (n=8) or  $CD4^+Lrig1^-$  T cells ( $10^6$  cells/mouse) (n=7) into (NZB/NZW) F1 mice. **b** Survival rate of the lupus-prone mice with different treatments. **c** The level of proteinuria in each treatment group was detected using a urine dipstick once a week. The scale of proteinuria was based on a scale of 0 (none or trace) to 4 (>1000 mg/dl). Data are expressed as mean  $\pm$  S.E.M (\*\*P < 0.0001, +++P < 0.0001). In (c), + symbol shows versus  $CD4^+Lrig1^-$  T cells-injected mice and \* symbol shows versus untreated mice. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test at 30 weeks of age. Source data are provided as a Source Data file.

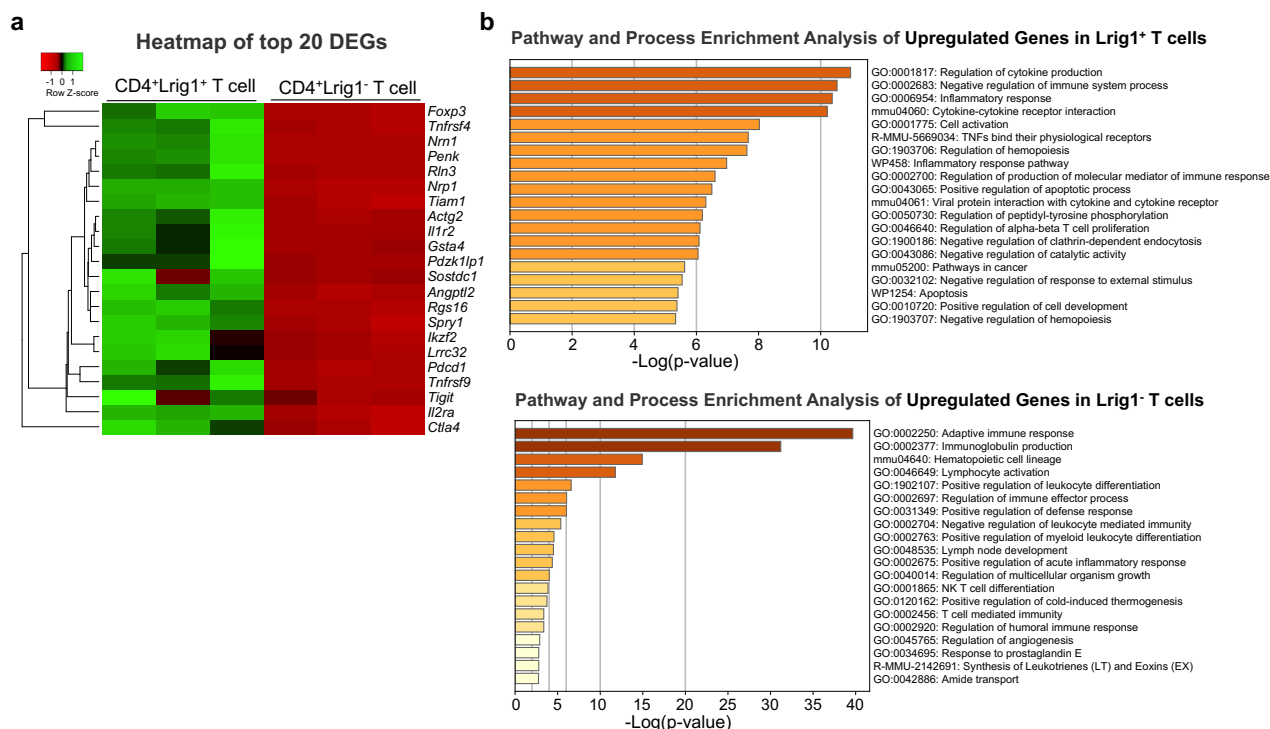

**Supplementary Fig. 11: Pathway enrichment analysis of the top 20 differentially expressed genes (DEGs) in CD4<sup>+</sup>Lrig1<sup>+</sup> T cells.** **a** Heatmap representing the top 20 DEGs in CD4<sup>+</sup>Lrig1<sup>+</sup> T cells compared with CD4<sup>+</sup>Lrig1<sup>-</sup> T cells. **b** Pathway and process enrichment analysis, including GO Biological Processes, KEGG Pathway, Reactome Gene Sets, CORUM and WikiPathways performed with Metascape using upregulated genes in Lrig1<sup>+</sup> or Lrig1<sup>-</sup> T cells.

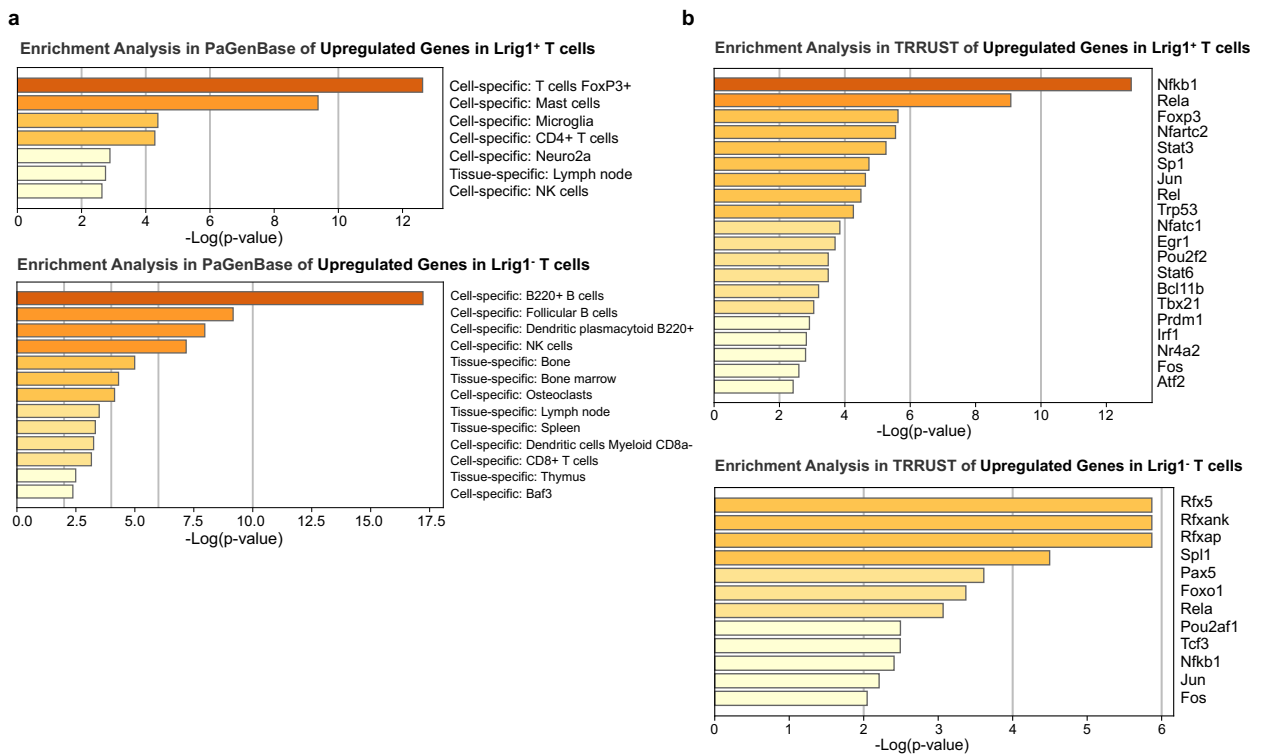

**Supplementary Fig. 12: Enrichment analysis of upregulated genes in Lrig1<sup>+</sup> or Lrig1<sup>-</sup> T cells using PaGenBase or TRRUST.** **a** Enrichment analysis showing the association of specific cell type with the upregulated Lrig1<sup>+</sup> (*upper*) or Lrig1<sup>-</sup> (*lower*) T cells performed with PaGenBase analysis in Metascape. **b** Enrichment analysis representing the regulatory genes to express the upregulated genes in Lrig1<sup>+</sup> (*upper*) or Lrig1<sup>-</sup> (*lower*) T cells performed with TRRUST analysis in Metascape.

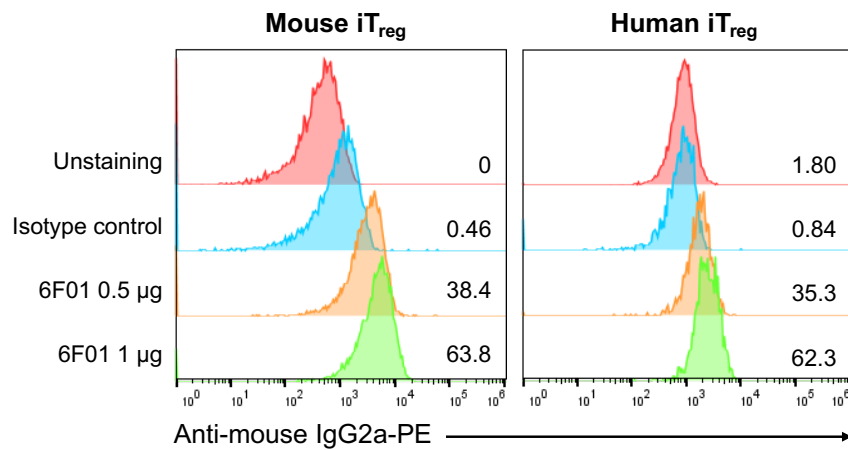

**Supplementary Fig. 13: Surface staining of mouse and human iT<sub>reg</sub> cells with 6F01 mAb.**

Mouse and human iT<sub>reg</sub> cells differentiated from naïve CD4<sup>+</sup> T cells were stained with two different concentrations of 6F01 with isotype-matched IgG as a control. Data are representative of three independent experiments.

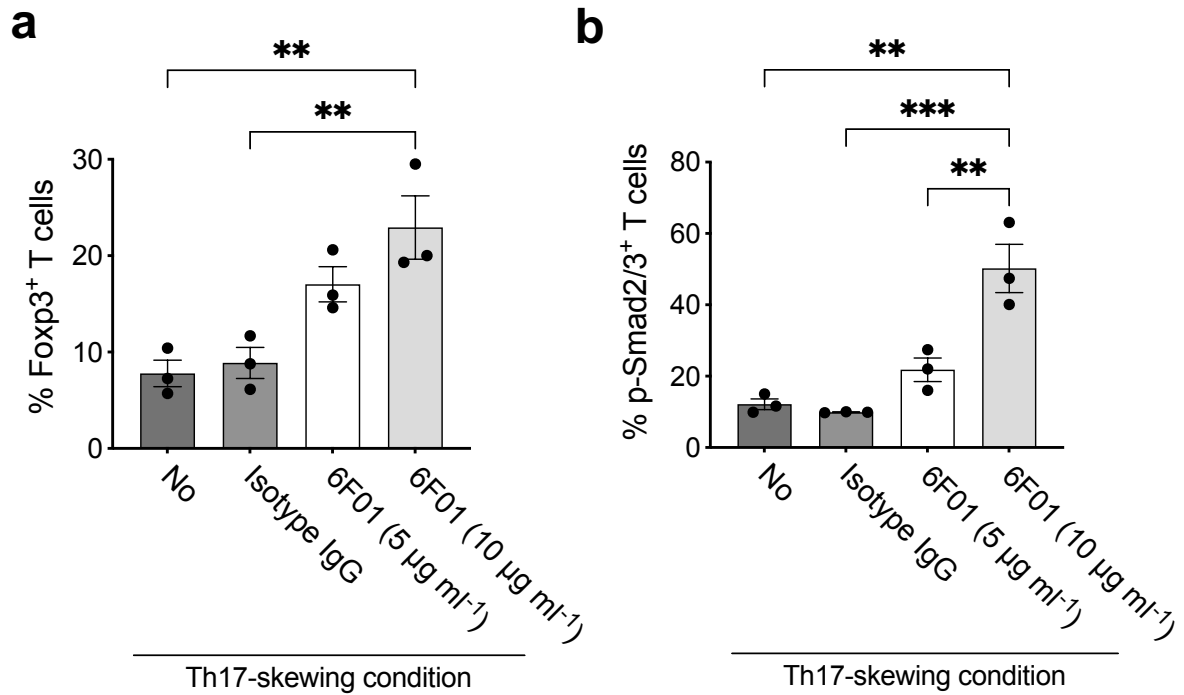

**Supplementary Fig. 14: 6F01 treatment increases Foxp3<sup>+</sup> and p-Smad2/3<sup>+</sup> T cell population in Th17 cells.** **a** The level of Foxp3<sup>+</sup> T cells by 6F01 stimulation in a dose-dependent manner during Th17 cell differentiation (n=3). Data are expressed as mean ± S.E.M (\*\*P = 0.0063 No vs 6F01, \*\*P = 0.0092 Isotype IgG vs 6F01). **b** The level of Smad2/3 phosphorylation in mouse Th17 cells stimulated with the different concentrations of 6F01 (n=3). Data are expressed as mean ± S.E.M (\*\*P = 0.0011 No vs 6F01, \*\*P = 0.0051 6F01 vs 6F01, \*\*\*P = 0.0008). Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test (**a**, **b**). Source data are provided as a Source Data file.

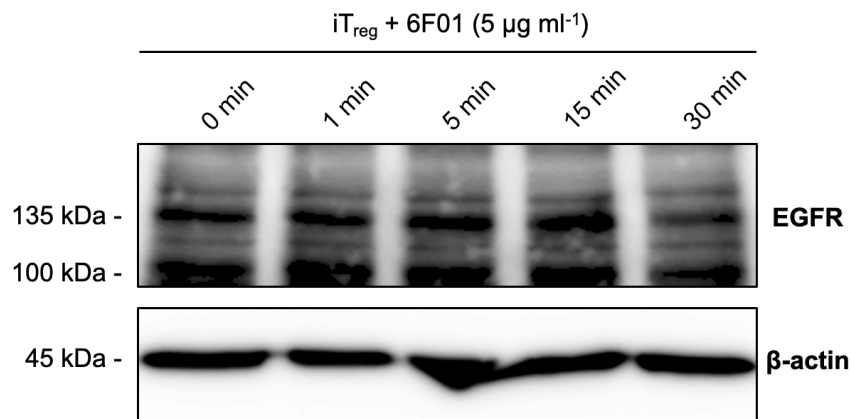

**Supplementary Fig. 15: The short kinetics of EGFR degradation by 6F01 treatment in iTreg cells.** Short-term kinetics analysis of EGFR expression in the differentiated iTreg cells with 6F01 treatment. 3 days-differentiated iTreg cells were incubated in 6F01 (5 µg ml<sup>-1</sup>) coated wells for the indicated times and were lysed with RIPA buffer. Cell lysates were quantified with a BCA protein assay, and the level of EGFR and β-actin was examined by western blot. The experiment was repeated three times independently with similar results. Source data is provided at the end of Supplementary Information.

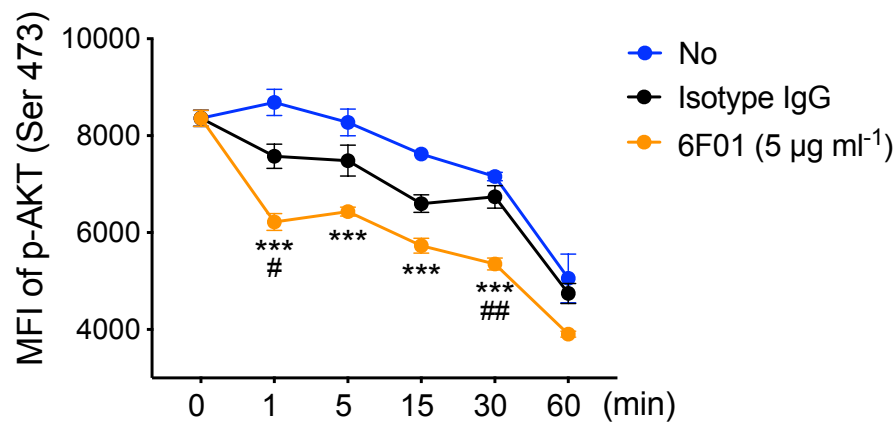

**Supplementary Fig. 16: 6F01 treatment rapidly decreases the phosphorylation of AKT in  $iT_{reg}$  cells.** Short-term kinetics analysis of p-AKT (Ser 473) in the differentiated  $iT_{reg}$  cells with 6F01 treatment (n=3). 3 days-differentiated  $iT_{reg}$  cells were incubated in isotype IgG or 6F01 (5 µg ml<sup>-1</sup>) coated wells for the indicated times and were fixed and permeabilized. Fixed cells were stained by p-AKT antibody and were analyzed by FACS. Data are expressed as mean ± S.E.M (1 min #P = 0.0101, \*\*\*P < 0.0001; 5 min \*\*\*P = 0.0001; 15 min \*\*\*P < 0.0001; 30 min ##P = 0.0079, \*\*\*P = 0.0002). \* symbol shows versus No and # symbol shows versus Isotype IgG. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test. Source data are provided as a Source Data file.

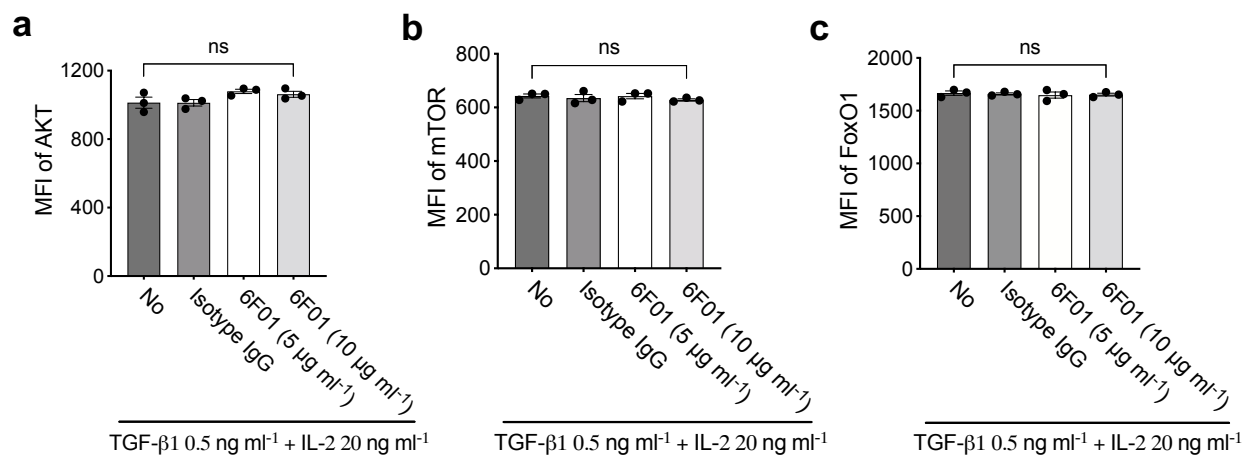

**Supplementary Fig. 17: The protein level of the non-phosphorylated form of AKT, mTOR, or FoxO1 is not affected by the 6F01 treatment.** **a-c** Mouse CD4<sup>+</sup> naïve T cells were differentiated in isotype IgG, or 6F01 (5 or 10  $\mu\text{g ml}^{-1}$ ) coated well under sub-optimal iT<sub>reg</sub>-skewing condition. After 2 days of differentiation, the cells were harvested and fixed, and permeabilized. The fixed cells were stained with anti-AKT antibody, anti-mTOR antibody, and anti-FoxO1 antibody and were analyzed by FACS (n=3 for each group). Data are displayed as the mean  $\pm$  S.E.M. ns, not significant. Statistical significance was determined by one-way ANOVA with Tukey's multiple comparisons test (**a-c**). Source data are provided as a Source Data file.

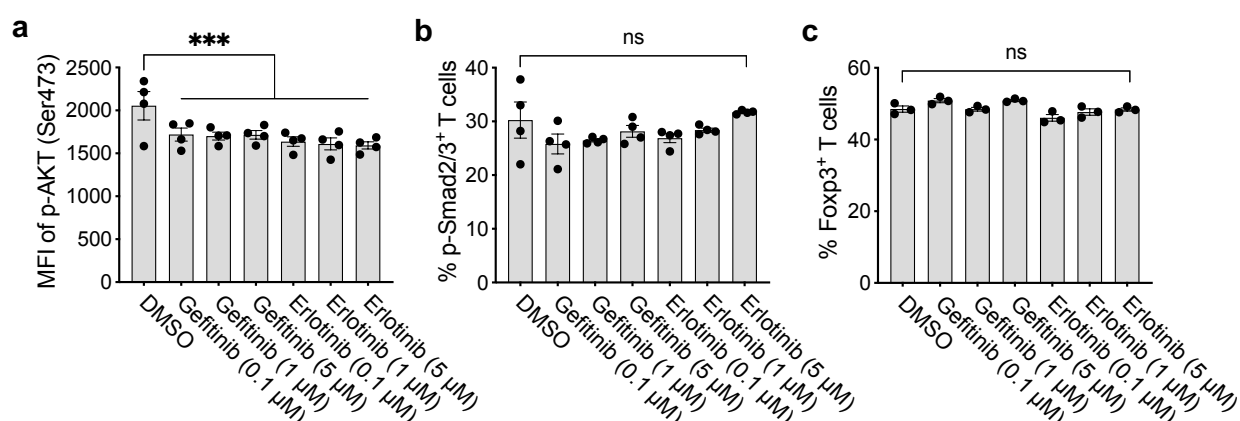

**Supplementary Fig. 18: EGFR inhibitors reduce the phosphorylation of AKT, but do not attenuate the population of p-Smad2/3<sup>+</sup> or Foxp3<sup>+</sup> T cells.** a-c Mouse CD4<sup>+</sup> naïve T cells were differentiated under sub-optimal iT<sub>reg</sub>-skewing conditions. After 24 hours, EGFR-specific inhibitors (Gefitinib and Erlotinib) were treated in a dose-dependent manner. The cells were incubated for additional 24 hours, harvested, fixed, and permeabilized. The fixed cells were stained with an anti-phospho-AKT (Ser473) antibody, anti-phospho-Smad2/3 antibody, and anti-Foxp3 antibody and were analyzed by FACS (n=4 for each group). Data are expressed as mean  $\pm$  S.E.M (\*\*\*)  $P < 0.001$ ). Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons tests (a-c). Source data are provided as a Source Data file.

210 **Supplementary Tables**

211 **Supplementary Table 1. Antibodies used in flow cytometry experiments.**

| Marker       | Clone        | Fluorescence         | Company        | Dilution |
|--------------|--------------|----------------------|----------------|----------|
| CD3          | 17A2         | APC-cy7              | BioLegend      | 1:250    |
| CD4          | RM4-4        | Brilliant Violet 450 | BioLegend      | 1:250    |
|              | RM4-5        | FITC/APC             | Thermo Fisher  |          |
| CD8a         | 53-6.7       | FITC                 | Thermo Fisher  | 1:250    |
| CD19         | eBio1D3(1D3) | FITC                 | Thermo Fisher  | 1:250    |
| Foxp3        | FJK-16s      | FITC/PE/APC          | Thermo Fisher  | 1:250    |
| IFN $\gamma$ | XMG1.2       | FITC/PE/APC          | Thermo Fisher  | 1:250    |
| IL-4         | 11B11        | PE                   | Thermo Fisher  | 1:250    |
| IL-17A       | eBio17B7     | PE                   | Thermo Fisher  | 1:250    |
| IL-10        | JES5-16E3    | PE/APC               | Thermo Fisher  | 1:200    |
| CD25         | PC61.5       | FITC/PE              | Thermo Fisher  | 1:250    |
| PD-1         | J43          | PE                   | Thermo Fisher  | 1:250    |
| GITR         | DTA-1        | PE                   | Thermo Fisher  | 1:250    |
| TIGIT        | GIGD7        | PE                   | Thermo Fisher  | 1:250    |
| CTLA4        | UC10-4B9     | PE                   | Thermo Fisher  | 1:250    |
| CD62L        | MEL-14       | FITC                 | Thermo Fisher  | 1:250    |
| CD44         | IM7          | PE/PE-cy7            | Thermo Fisher  | 1:250    |
| CD45.1       | A20          | APC-cy7              | BD Biosciences | 1:250    |
| CD45.2       | 104          | FITC                 | Thermo Fisher  | 1:250    |
| Lrig1        | polyclonal   | AF488/PE             | R&D Systems    | 1:100    |
| LRIG1        | 789211       | AF488/PE             | R&D Systems    | 1:100    |

|                                               |         |              |                              |       |
|-----------------------------------------------|---------|--------------|------------------------------|-------|
| Smad2<br>(pS465/pS467)/Smad3<br>(pS423/pS425) | 072-670 | PE           | BD Biosciences               | 1:100 |
| AKT                                           | C67E7   | unconjugated | Cell Signaling<br>Technology | 1:250 |
| p-AKT1 (Ser473)                               | SDRNR   | APC          | Thermo Fisher                | 1:250 |
| mTOR                                          | 7C10    | unconjugated | Cell Signaling<br>Technology | 1:400 |
| p-mTOR (Ser2448)                              | MRRBY   | PE-cy7       | Thermo Fisher                | 1:250 |
| FoxO1                                         | C29H4   | unconjugated | Cell Signaling<br>Technology | 1:200 |
| p-FoxO1 (Ser256)                              | E1F7T   | unconjugated | Cell Signaling<br>Technology | 1:250 |

212

213 **Supplementary Source Data**

214 **Supplementary Fig. 2c**

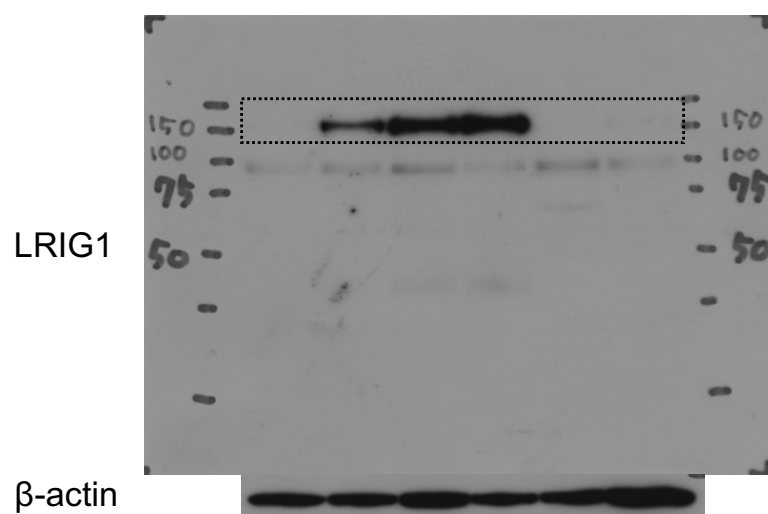

215

216

217 **Supplementary Fig. 15**

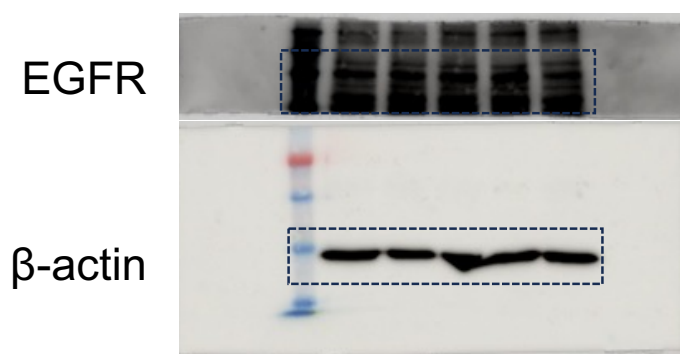

218

How the deposited data were processed for this re-analysis (not part of the article)

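RNA from splenic CD4+Lrig1+ and CD4+Lrig1- T cells of 7-week-old female mice was sequenced by the authors, who trimmed the reads, mapped them with HISAT2 and assembled them with StringTie. The tables list 129299 RefSeq transcripts. The estimated counts were made by the authors with StringTie for each transcript and library and are not normalized as deposited. The FPKM values were made by the authors with StringTie, which scales each library by transcript length and by its mapped fragments, as deposited. For transcripts with 1 to 50 counts, 97.8% to 98.2% of the values in each library equal the FPKM times the transcript length times a constant of the library, rounded up. The methods do not name the genome build. Of the 45777 genes, 45679 matched the RefSeq genes of GRCm38 by gene ID, 96.4% of them with identical start and end.

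The labels list 6 samples, 3 per group, and the design was written for 6. The 2 tables whose columns name the group hold 1 CD4+Lrig1+ and 1 CD4+Lrig1- library each, so 4 libraries were used. A further table was not used here, because its column names do not give the group. Its 6 columns of per-sample values carry 2 library names, so they are not 6 samples. The columns carry no replicate numbers. The libraries held from 44865070 to 59977951 estimated counts on genes. The 10 most abundant genes took 4.88% to 8.76% of the counts.

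Counts were summed per gene. In R 4.3.3, genes were filtered with filterByExpr of edgeR 4.0.16, normalized by TMM and tested by the quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Log2 ratios within a set used a prior count of 2. The standard errors given are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They were not estimated separately by the model. Alternatives set before the data were examined were DESeq2's size factors, the Wald test of DESeq2 1.42.0, edgeR's exact test, no filter on low counts, at least 10 counts in every library, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), removal of immunoglobulin genes, transcripts in place of genes, other thresholds, rankings by fold change, and leaving out each library in turn. The table block, a term for the table that holds a library, was added after seeing the data. The procedure was tested on simulated counts. Files were read with Python 3.11.15.

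Gene lists were written by hand before the data were examined: T_reg_, Foxp3 target, NF-κB target, B cell, MHC class II, naive T, memory T, conventional T, Th1, Th2, Th17, Tfh, TGF-β, myeloid, pDC, NK, CD8, plasma cell, erythroid, platelet, mast cell and T cell identity genes. 3 shorter lists were written afterwards: B cell genes and NK genes that T cells lack, and immediate early genes. With the T_reg_ list without heatmap genes, 23 lists were tested with camera at a correlation of 0.01, with fry and with camera at an estimated correlation. The cytokine, immunoglobulin, T cell receptor, TNF receptor and ribosomal protein families were defined by symbol. *Ighmbp2*, which matches the immunoglobulin pattern and is not an immunoglobulin gene, was left out. Families were compared with Fisher's exact test, two-sided. The odds ratio was the planned family result, but it is undefined where 0 genes are called, so counts are given.

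The genes named were fixed by rule: those in Fig. 4g or Supplementary Fig. 11a, *Lrig1* to *Lrig3*, *Il10*, *Egfr* and the regulators the paper names, the 10 largest changes in each direction past the threshold with a mean count of at least 50, up to 5 members of each family with the smallest p, and members of the lists. In the quasi-likelihood test without the table block no gene met the rule on largest changes, so those named are from the table block. The gene sets of the paper's Metascape, Ingenuity and GSEA analyses were not used here.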

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

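The tests of possible explanations in this part were chosen after the results they concern were seen. These are the tests of transcript length and GC content, of shared genes, of B cells and of NK cells. Camera, fry, the estimated correlation and the fits that each left out 1 library were set before the data were examined. The 12 lists in this part were fixed before the data were examined, cover genes the paper does not discuss as groups, and passed an adjusted p of 0.05 with camera at its preset correlation. With fry 1 of them passed (Th2, adjusted p = 0.0201), so most of them passed only with camera at the preset correlation. With the correlation estimated from the libraries 0 passed. The T_reg_ and Foxp3 target lists did not pass that test either (adjusted p = 0.0578 each, limma's camera), so it does not set these lists apart. The T_reg_ and Foxp3 target lists had estimated correlations of 0.00624 and -0.0390, below the preset 0.01. A higher correlation is therefore not why their p rose. Of the lists in this part, Th2 (-0.125) and mast cell (-0.0444) were also below the preset value, and the others were above it. The table block, chosen after seeing the data, left 10 of the 12 past an adjusted p of 0.05 with limma's camera, without the myeloid (adjusted p = 0.0917) and mast cell lists (adjusted p = 0.0959). With it fry passed 3 (memory T, Th1 and Th2, adjusted p = 0.0431 each), and with the estimated correlation 0 had even an unadjusted p under 0.05.

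Higher in CD4+Lrig1+ T cells were the Tfh list (median log2 fold change 2.28, all 20 genes higher in both sets), the Th2 list (1.67, 8 of 8), the memory T list (0.88, 11 of 16) and the TGF-β list (0.44, 8 of 14). Lower were the naive T list (-1.06, 13 of 13 lower in both sets), the conventional T list (-0.999, 13 of 14), the NK list (-1.37, 13 of 14), the pDC list (-1.14, 9 of 12), the CD8 list (-0.87, 6 of 8), the Th1 list (-0.58, 9 of 13), the myeloid list (-0.70, 8 of 16) and the mast cell list (-1.65, 2 of 3).

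Transcript length and GC content do not account for these medians, since all 12 lists kept their direction and over 0.5 of their size after the trend was removed. That trend explained 1.31% of the variance of the log2 ratio. The Tfh list kept 2.21 and the naive T list -1.23. Genes shared with other lists or with the heatmaps do not account for them either, since the 10 lists that have such genes kept their direction and over 0.5 of their size without them, although only 3 genes were left in the Th2 and CD8 lists. The Tfh list, which shares 7 of its 20 genes with other lists and 4 with the heatmaps, kept a median of 2.28 over its 10 own genes. B cells in the CD4+Lrig1+ libraries would raise the B cell genes that T cells lack by at least as much as the Tfh list, which had median log2 ratios of 2.27 in set 1 and 2.36 in set 2. In set 2 all 10 of those genes were lower (median -1.13). In set 1 the median was -0.0849, with 7 of 10 lower, the sum was higher in CD4+Lrig1+ T cells (98.3 against 78.5 CPM, counts scaled to the size of the library), and the largest rise was 1.02 (*Cd22*), below that of the Tfh list.

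The fits that each left out 1 library have no term for the set, so the difference between sets enters them. They cannot show whether a list depends on a single library. Over the 4 fits that each left out 1 library, the median ran from -3.02 to 0.05 for the NK list, from -2.19 to 0.64 for CD8, from -1.83 to 0.75 for myeloid, from -6.00 to 3.03 for mast cell and from -1.73 to -0.30 for pDC. The first 4 turned positive without the CD4+Lrig1- library of set 2, and the myeloid list also without the CD4+Lrig1+ library of set 1 (0.14). Within set 1 and set 2 the median log2 ratio was -1.40 and -1.37 for the NK list. It was -0.52 and -0.64 for the myeloid list. The sets differed more for CD8 (-0.38 and -0.97), pDC (-0.73 and -1.22) and mast cell (-0.51 and -1.56). In the fits that each left out 1 library, the memory T list ran from 0.02 to 1.36 and the TGF-β list from 0.35 to 0.96. The Th1 list ran from -0.80 to -0.37. These lists kept their direction in those fits but not their size. Within set 1 and set 2 their median log2 ratios were close. They were 0.857 and 0.894 for memory T, 0.421 and 0.426 for TGF-β and -0.611 and -0.556 for Th1. Fewer NK cells carried over with the CD4+Lrig1+ T cells could lower the NK list, and NK receptor genes had a median log2 fold change of -1.36, all 7 lower in both sets. Those genes are members of the NK list, so this and a lower expression in T cells cannot be told apart. For the other cell types no source was tested. The naive (-1.31 to -1.14), conventional (-1.26 to -0.98), Tfh (2.12 to 2.59) and Th2 (1.35 to 2.07) lists kept their direction and stayed within 1.5 times of their median in each of the 4 fits. A higher share of activated or regulatory cells among CD4+Lrig1+ T cells stays open for them as a biological explanation, as a hypothesis found on these data, and was not tested.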

How the results depend on the processing

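The table block, every setting named with it and the 20 smallest p taken without a threshold were chosen after seeing the data. The others were fixed before the data were examined. By replicate number, no paired analysis was possible because the columns carry no replicate numbers, so the planned replicate block was not run. The table block, which pairs the libraries held in the same table, stands in for it.

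Without the table block, edgeR's quasi-likelihood test called 0 genes in either direction (649 higher and 215 lower at an unadjusted p under 0.05). The counts stayed at 0 with DESeq2's size factors, with no filter on low counts, with at least 10 counts in every library, with limma on log2(FPKM + 1) and log2(FPKM + 0.1), without immunoglobulin genes, with transcripts in place of genes (904 higher and 540 lower at an unadjusted p under 0.05), and at adjusted p under 0.01, under 0.1 or under 0.05 with at least a 2-fold change. With the DESeq2 Wald test, 260 genes were higher and 50 lower, with 15 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (4 and 9 in the first 20), 17 cytokine family genes higher. With edgeR's exact test, 196 genes were higher and 17 lower, with 15 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (4 and 9 in the first 20), 14 cytokine family genes higher. At an unadjusted p under 0.05 with at least a 2-fold change, 630 genes were higher and 193 lower, with 17 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (4 and 5 in the first 20), 26 cytokine family genes higher. No immunoglobulin gene was lower in these 3 settings. Of the genes called higher, 257 of the 260 from DESeq2 and 194 of the 196 from the exact test were also called with the table block. The cause of the differences between these tests was not tested.

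The settings from here to the end of the next paragraph include the table block, except where they say otherwise. With it alone, 2342 genes were higher and 2065 lower, with 16 genes of Fig. 4g and 21 of Supplementary Fig. 11a called (5 and 5 in the first 20), 44 cytokine family genes higher and 17 immunoglobulin genes lower. Adding DESeq2's size factors, 2220 genes were higher and 2418 lower, with 16 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (5 and 5 in the first 20), 46 cytokine family genes higher and 17 immunoglobulin genes lower. With the DESeq2 Wald test and the table block, 1848 genes were higher and 1969 lower, with 17 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (7 and 9 in the first 20), 44 cytokine family genes higher and 10 immunoglobulin genes lower. With no filter on low counts, 1665 genes were higher and 1210 lower, with 17 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (6 and 6 in the first 20), 40 cytokine family genes higher and 9 immunoglobulin genes lower. At 10 or more counts in every library, 2676 genes were higher and 2749 lower, with 14 genes of Fig. 4g and 15 of Supplementary Fig. 11a called (6 and 5 in the first 20), 41 cytokine family genes higher and 17 immunoglobulin genes lower. With limma on log2(FPKM + 1), 1835 genes were higher and 1030 lower, with 16 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (5 and 6 in the first 20), 43 cytokine family genes higher and 17 immunoglobulin genes lower. With limma on log2(FPKM + 0.1), 2569 genes were higher and 1505 lower, with 16 genes of Fig. 4g and 21 of Supplementary Fig. 11a called (6 and 7 in the first 20), 47 cytokine family genes higher and 32 immunoglobulin genes lower. Without immunoglobulin genes, 2419 genes were higher and 2140 lower, with 16 genes of Fig. 4g and 21 of Supplementary Fig. 11a called (5 and 5 in the first 20), 46 cytokine family genes higher.

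For the same block and at least a 2-fold change, 1136 genes were higher and 471 lower, with 16 genes of Fig. 4g and 21 of Supplementary Fig. 11a called (5 and 5 in the first 20), 31 cytokine family genes higher and 12 immunoglobulin genes lower. At an unadjusted p under 0.05 and at least a 2-fold change with this block, 1321 genes were higher and 647 lower, with 16 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (5 and 5 in the first 20), 36 cytokine family genes higher and 34 immunoglobulin genes lower. At an adjusted p under 0.01, 1369 genes were higher and 900 lower, with 14 genes of Fig. 4g and 17 of Supplementary Fig. 11a called (5 and 5 in the first 20), 35 cytokine family genes higher and 5 immunoglobulin genes lower. At an adjusted p under 0.1, 2940 genes were higher and 2820 lower, with 16 genes of Fig. 4g and 22 of Supplementary Fig. 11a called (5 and 5 in the first 20), 53 cytokine family genes higher and 37 immunoglobulin genes lower. Ranked by fold change with the block among genes with a mean count of at least 50, 1 gene of Supplementary Fig. 11a was in the first 20. Without the block and without a threshold, the 20 smallest p held 4 genes of Fig. 4g and 5 of Supplementary Fig. 11a. Transcripts in place of genes gave 0 calls with the table block too (1184 higher and 924 lower at an unadjusted p under 0.05). The odds ratio of immunoglobulin genes among lower genes ran from 0.415 with DESeq2 to 5.74 at an unadjusted p with a 2-fold change, so its direction depends on the setting. The cause was not tested.

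The calls with the table block are liberal. The fit leaves 1 residual degree of freedom. In 11 simulations of counts with 200 changed genes and the dispersion of each gene, it recovered 190 to 199 and made 16 to 70 false calls (median 42), which were 7.66% to 26.1% of its calls. The real fit called far more genes than were changed there, so these shares need not hold for it. In 1 simulation with 1 dispersion for all genes 11 of 211 calls were false. Without the block, in 1 simulation each, 0 of the 200 were recovered when the differences between sets were kept, and 199 were recovered with 8 false calls among 207 when there were none.

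Of the lists, those of T_reg_ cell genes, with and without heatmap genes, and of Foxp3 targets kept their direction and an unadjusted p under 0.05 in every setting with a test. The B cell list did not pass with DESeq2's size factors (median log2 fold change -0.99, p = 0.0509), with at least 10 counts in every library (-0.91, p = 0.0517), with fry (-0.99, p = 0.795) or with the estimated correlation (-0.99, p = 0.684), nor with the table block and fry (-0.69, p = 0.406) or the estimated correlation (-0.69, p = 0.610). The MHC class II list did not pass with fry (-1.10, p = 0.458), the estimated correlation (-1.10, p = 0.379) or the table block with the estimated correlation (-1.13, p = 0.113). The NF-κB list did not pass with the table block and the estimated correlation (0.61, p = 0.0737). Of the remaining lists, 12 passed after adjustment with camera, 1 with fry and 0 with the estimated correlation. With the table block 10 passed with camera and 3 with fry. Camera without the block passed 11 with DESeq2's size factors and 12 without immunoglobulin genes. It passed 10 with no filter on low counts and 10 with at least 10 counts in every library. The platelet list was reversed with no filter on low counts (0.36). The cause of these changes was not tested.

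Across the 4 fits that each left out 1 library, the median log2 fold change ran from 2.12 to 2.50 for T_reg_ cell genes, from 1.37 to 2.02 for those without heatmap genes, from 2.61 to 2.89 for Foxp3 targets, from 0.52 to 0.75 for NF-κB targets, from -2.30 to 1.16 for the B cell list and from -2.17 to 0.24 for the MHC class II list. The last 2 lists turned positive without the CD4+Lrig1- library of set 2. These fits have no term for the set, so the difference between sets enters them. Leaving out 1 library leaves 1 in a group, so no count of called genes was made. No value could be had for the immunoglobulin family without immunoglobulin genes. Of the 74 genes followed singly, 49 passed the threshold with DESeq2, 42 with the exact test and 58 with the table block, none of which passed without that change.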

Differences from the paper's values

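The paper's count of genes higher in CD4+Lrig1+ T cells is 468. The count here was 0 at an adjusted p under 0.05 (649 at an unadjusted p under 0.05), from 2 libraries per group where the paper gives n = 3. In 1 simulation that kept the set differences, edgeR's quasi-likelihood test without the table block recovered 0 of 200 changed genes. Those genes had a log2 change of 2, so a count of 0 from this test does not count against the paper's 468. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with at least a 2-fold change came within 1.5 times of the paper's count, with 630 genes. The DESeq2 Wald test gave 260 and edgeR's exact test gave 196, and every other such alternative gave 0. The table block, chosen after seeing the values, gave 2342, and 1136 with at least a 2-fold change.

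The paper shows the genes of Supplementary Fig. 11a as differentially expressed and those of Fig. 4g as higher in CD4+Lrig1+ T cells. In edgeR's quasi-likelihood test without the table block none of the 30 was called, although all 30 had an unadjusted p under 0.05. That test recovered 0 of the 200 changed genes in the simulation, so its lack of calls does not count against the paper. The DESeq2 Wald test and edgeR's exact test each called 15 of the 17 genes of Fig. 4g and all 22 of Supplementary Fig. 11a. The unadjusted p with a 2-fold change called all 17 and all 22. The table block, chosen after seeing the values, called 16 and 21, and combined with the DESeq2 Wald test or with no filter on low counts it called all 17 and all 22. Its other combinations, chosen the same way, called from 14 to 16 and from 15 to 22, except with transcripts in place of genes, where it called 0. The paper states that most suppressive genes are among the first 20, and here 4 genes of Fig. 4g were among the 20 smallest p taken without a threshold. The first 20 held 4 genes of Fig. 4g and 9 of Supplementary Fig. 11a with the DESeq2 Wald test and with the exact test, and 7 and 9 with DESeq2 and the table block, chosen after seeing the values. The supplementary heatmap is described as the first 20 genes and shows 22. The paper relates the genes higher in CD4+Lrig1- T cells to immunoglobulin production. Here 0 immunoglobulin genes were called lower in CD4+Lrig1+ T cells, or 17 with the table block. Those 17 are 9.34% of the family, a smaller share than the 12.8% of all genes. The table block also called 0 of the family higher, against 14.5% of all genes (adjusted p = 4.34e-12, Fisher's exact test over 8 tests). Of the 182 genes tested, 172 were lower in set 2 and 84 in set 1. The smaller share among lower genes was not kept in every setting with the table block, all chosen after seeing the values. Over those settings the odds ratio ran from 0.415 to 5.74. With at least a 2-fold change 12 were called (odds ratio 2.38), and at an unadjusted p under 0.05 with a 2-fold change 34 (5.74), each a larger share than of all genes. The paper relates the same genes to B220+ B cells, and the median log2 ratio of the B cell list was -0.08 in set 1 and -1.09 in set 2.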

Other observations

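The test of transcript length and GC content on the set differences was set before its result was seen, and the other tests in this part were chosen after. For ribosomal protein genes the comparison was set before, but the criterion that decided it was changed after its value was seen.

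The 2 sets differed more than the 2 groups. The median absolute log2 difference was 0.754 between sets and 0.279 between groups within sets, and the set differences of CD4+Lrig1+ and CD4+Lrig1- libraries correlated at 0.883 across genes. Length and GC content explained 24.1% and 22.6% of the variance of these differences, and the correlation was 0.844 after that trend was removed, so they are not the whole source. Ribosomal protein genes were higher in set 2 by a median of 1.63 on the log2 scale, against 1.03 for genes of the same transcript length. Length therefore accounts for much of it. The remainder was 0.60, with 78 of 83 genes above their matched genes. Under the first criterion, by which a remainder over 0.5 of the whole was needed to set length aside, length would have been taken as the source. *Xist*, named after its values were seen, had 1322 and 1191 TMM-normalized CPM (counts scaled to the size of the library) in set 1 and 44.0 and 60.0 in set 2, and no explanation was tested.

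The spread between sets may be why no gene passed in edgeR's quasi-likelihood test without the table block, since the common dispersion was 44.8 times larger without it (0.413 against 0.00921). With the labels of 1 set exchanged, the table block called 0 genes (10 higher and 2 lower at an unadjusted p under 0.05), so of the 2 splits within sets only 1, the real one, gave 2342 genes higher. A design with 2 such splits cannot separate the calls from a random grouping, and the exchange turns a real difference into residual spread, so it says nothing about the rate of false calls. The share of genes whose groups did not overlap was 26.1% (2303 higher and 1907 lower). Chance gives 33.3% only if the libraries do not differ between sets. Here they do, so that value is no measure for this share. The log2 ratios of the sets correlated at 0.736 across genes.

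B cell genes fell in the CD4+Lrig1+ library of set 2 and hardly in set 1. B cells carried over with the sorted cells could produce this, since immunoglobulin genes, which are not on the list, had a median log2 ratio of -1.003 in set 2. Scaling of the libraries moves all genes alike, and it is argued against by the B cell list standing -1.14 from the T cell identity list in set 2, a difference that a factor per library leaves as it is. The B cell genes that T cells lack summed to 391 CPM in CD4+Lrig1+ and 775 in CD4+Lrig1- T cells of set 2, and to 98.3 and 78.5 in set 1. MHC class II genes fell in both sets. In set 1 fewer B cells are not a likely source, since the B cell genes T cells lack had a median of -0.0849 there and the lowest was at -0.28, against -1.25 for the MHC class II genes. In set 2 that median was -1.13, and B cells cannot be told apart from other antigen-presenting cells or from T cells. No biological explanation was tested.

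*Npas4* had a log2 fold change of 5.21 (adjusted p = 1.00 without and 5.66e-06 with the table block, edgeR) and was named after its values were seen. An immediate early response to handling could raise it, but the 15 other such genes had a median of 0.13, with 7 higher and 6 lower in both sets, which decides nothing. Among the large increases with the table block at a mean count of at least 50 were those of *Noxa1* (392 and 400 counts against 0 and 0, at least 123-fold higher) and *Gna14* (at least 57.7-fold higher). No order is given, since the fitted change of a gene at 0 counts depends on the count added to it. Large decreases included *Klrc1* (log2 fold change -3.44), *Ffar2* (-2.95) and *Tcrg-V4* (-3.37).

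*Lrig2* had 36.1 ± 18.7 CPM (SD, n = 2) in CD4+Lrig1+ and 42.8 ± 16.1 in CD4+Lrig1- T cells, and *Lrig3* had 0.674 ± 0.189 and 0.643 ± 0.360. *Il10* had a log2 fold change of 0.57, and *Egfr* had 4 to 15 counts in each library. Among the remaining lists, the median log2 fold change was -0.83 for Th17 genes, -0.19 for plasma cell genes, -0.17 for erythroid genes, -0.38 for platelet genes (-0.44 in set 1 and 0.62 in set 2) and 0.06 for T cell identity genes. None of these passed with camera. T cell receptor genes had a median of -0.18 and TNF receptor superfamily genes 0.05. Of the 22 TNF receptor superfamily genes, 10 were higher and 10 lower in both sets. At an unadjusted p under 0.05 with at least a 2-fold change, 5 were higher (odds ratio 7.28, p = 0.00136, Fisher's exact test) and 0 lower. With the table block 6 were called higher (odds ratio 2.21, adjusted p = 0.160, Fisher's exact test) and 2 lower.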
